# CPEB2-activated axonal translation of VGLUT2 mRNA promotes glutamatergic transmission and presynaptic plasticity

**DOI:** 10.1186/s12929-024-01061-2

**Published:** 2024-07-11

**Authors:** Wen-Hsin Lu, Tzu-Tung Chang, Yao-Ming Chang, Yi-Hsiang Liu, Chia-Hsuan Lin, Ching-Shu Suen, Ming-Jing Hwang, Yi-Shuian Huang

**Keywords:** CPEB2, *Slc17a6*, VGLUT2, Axonal translation, Long-term potentiation, Memory, Presynaptic plasticity, Schaffer collateral pathway, Temporoammonic pathway

## Abstract

**Background:**

Local translation at synapses is important for rapidly remodeling the synaptic proteome to sustain long-term plasticity and memory. While the regulatory mechanisms underlying memory-associated local translation have been widely elucidated in the postsynaptic/dendritic region, there is no direct evidence for which RNA-binding protein (RBP) in axons controls target-specific mRNA translation to promote long-term potentiation (LTP) and memory. We previously reported that translation controlled by cytoplasmic polyadenylation element binding protein 2 (CPEB2) is important for postsynaptic plasticity and memory. Here, we investigated whether CPEB2 regulates axonal translation to support presynaptic plasticity.

**Methods:**

Behavioral and electrophysiological assessments were conducted in mice with pan neuron/glia- or glutamatergic neuron-specific knockout of CPEB2. Hippocampal Schaffer collateral (SC)-CA1 and temporoammonic (TA)-CA1 pathways were electro-recorded to monitor synaptic transmission and LTP evoked by 4 trains of high-frequency stimulation. RNA immunoprecipitation, coupled with bioinformatics analysis, were used to unveil CPEB2-binding axonal RNA candidates associated with learning, which were further validated by Western blotting and luciferase reporter assays. Adeno-associated viruses expressing Cre recombinase were stereotaxically delivered to the pre- or post-synaptic region of the TA circuit to ablate *Cpeb2* for further electrophysiological investigation. Biochemically isolated synaptosomes and axotomized neurons cultured on a microfluidic platform were applied to measure axonal protein synthesis and FM4-64FX-loaded synaptic vesicles.

**Results:**

Electrophysiological analysis of hippocampal CA1 neurons detected abnormal excitability and vesicle release probability in CPEB2-depleted SC and TA afferents, so we cross-compared the CPEB2-immunoprecipitated transcriptome with a learning-induced axonal translatome in the adult cortex to identify axonal targets possibly regulated by CPEB2. We validated that *Slc17a6*, encoding vesicular glutamate transporter 2 (VGLUT2), is translationally upregulated by CPEB2. Conditional knockout of CPEB2 in VGLUT2-expressing glutamatergic neurons impaired consolidation of hippocampus-dependent memory in mice. Presynaptic-specific ablation of *Cpeb2* in VGLUT2-dominated TA afferents was sufficient to attenuate protein synthesis-dependent LTP. Moreover, blocking activity-induced axonal *Slc17a6* translation by CPEB2 deficiency or cycloheximide diminished the releasable pool of VGLUT2-containing synaptic vesicles.

**Conclusions:**

We identified 272 CPEB2-binding transcripts with altered axonal translation post-learning and established a causal link between CPEB2-driven axonal synthesis of VGLUT2 and presynaptic translation-dependent LTP. These findings extend our understanding of memory-related translational control mechanisms in the presynaptic compartment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-024-01061-2.

## Background

Encoding transient learned information into long-term memory requires de novo protein synthesis to maintain long-lasting modifications of activated synapses [1]. To achieve input-specific reorganization of the proteome only at participating synapses for strengthening memory engrams, local translation is a more effective means than long-distance convoy of proteins from the soma, given that axonal terminals can be, to the extreme, a meter away from soma [2–5]. Nevertheless, the study of local translation mechanisms has focused on postsynaptic dendrites because in electron micrographs of the adult mammalian brain, no polyribosome was confidently observed at presynaptic axonal terminals as compared with postsynaptic dendritic shafts [6]. In contrast, regulated translation has been found in invertebrate axons [7, 8], growth cones of developing central nervous system axons [9–12], and regenerating dorsal root ganglion axons [13–16]. Several axonal transcriptomes and proteomes from cultured neurons, developing retinal ganglia, and developing callosal projection of the cortex reinforced the existence of a unique repertoire of mRNAs in axons [9, 10, 17, 18].

Although axonal translation was historically thought to exist only in developing and regenerating mammalian axons, recent biochemical and imaging studies have detected ribosomes in mature axons, some of which exist in monosomes [19–21]. Likewise, despite the lack of axonal ultrastructure like endoplasmic reticulum and Golgi apparatus, mRNAs encoding transmembrane and secretory proteins were found in axons [17, 18, 20, 22] and membrane-targeting and secretion of axonal proteins could be blocked locally by brefeldin A [23, 24], showing the presence of functional endoplasmic reticulum and Golgi routes in axons. Moreover, cannabinoid retrograde signaling increased presynaptic protein synthesis to support specific forms of long-term depression in hippocampal and striatal slices prepared from juvenile rodents [21, 25]. Importantly, a study using the translating ribosome affinity purification (TRAP) technique first profiled a learning-associated axonal translatome in cortico-amygdala projections (i.e., TE3 cortical region to lateral amygdala) of cued fear-conditioned adult rats [20]. Although these studies confirm that axonal protein synthesis in mature neurons is associated with synaptic plasticity and modulated by the animal’s learning experience, there is no direct evidence for which RBP in axons controls target-specific mRNA translation to regulate LTP and memory. To bridge this gap, we investigated the presynaptic role of CPEB2.

CPEB2 belongs to the CPEB family of 4 proteins in vertebrates, all of which bind to the CPE (UUUUA_1-2_U) and control translation of target-specific mRNAs in neurons [26–35]. Although most identified CPEB-regulated mRNAs function at postsynaptic sites, CPEB1-mediated translation in *Aplysia* axons and growth cones of developing hippocampal neurons is essential for the persistence of long-term facilitation [7, 8] and the growth and branching of processes [36], respectively. The loss of CPEB1, CPEB3 or CPEB4 in the presynaptic CA3 neurons in the SC-CA1 pathway did not affect paired-pulse facilitation (PPF) [26, 37, 38], a short form of presynaptic plasticity as a transient increase in the probability of vesicle release [39]. Because most CPEB2-knockout (KO) mice die within 3 days after birth due to respiratory failure [40, 41], the SC-CA1 circuit was only investigated in CPEB2-conditional KO (cKO^Camk2^) mice whose *Cpeb2* was ablated in postsynaptic CA1 but not presynaptic CA3 neurons [35]. CPEB2-promoted postsynaptic translation of GRIP-associated protein 1 (GRASP1) mRNA is essential to control the surface expression of alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid-type glutamate receptors (AMPARs) to support long-lasting LTP and spatial memory [35]. However, the role of CPEB2 in presynaptic translation and plasticity has not been investigated.

In this study, we identified that CPEB2 deficiency in presynaptic neurons reduced fiber volley amplitude, enhanced PPF, and impaired protein synthesis-dependent LTP in both SC-CA1 and TA-CA1 pathways. Cross-comparison of the CPEB2-immunoprecipitated transcriptome with the learning-associated axonal translatome [20] revealed *Slc17a6*, whose expression was translationally upregulated by CPEB2. *Slc17a6* encodes VGLUT2, a presynaptic protein that takes up glutamate into synaptic vesicles [42–44]. Moreover, high-frequency stimulation induced CPEB2-mediated translation in transected VGLUT2-positive (VGLUT2^+^) axons, which was sufficient to support protein synthesis-dependent LTP in the TA-CA1 pathway and replenish the releasable pool of VGLUT2^+^ vesicles in cultured neurons. Together with our previous findings [35], CPEB2 regulates not only post- but also pre-synaptic translation to coordinately strengthen glutamatergic circuits, thereby leading to long-term modifications in behavior.

## Methods

### Animals and genotyping

All procedures were approved by Institutional Animal Care and Use Committee (protocol number: 12–12-491). Mice were housed in a 12-h light–dark (lights on from 8:00 to 20:00) room with ad libitum access to food and water. *Nestin*-Cre (JAX#003771) and *Vglut2*-Cre (JAX#028863) mice were from the Jackson Laboratory [45, 46]. CPEB2-cWT and -cKO mice from the mating of *Cpeb2*^f/f, *Nestin*−Cre/+^ (cKO^Nes^) or *Cpeb2*^f/f, *Vglut2*−Cre/+^ (cKO^Vglut2^) male and *Cpeb2*^f/f, +/+^ (cWT) female mice were used for the study. CPEB2-WT and -KO embryos or adult mice were collected from *Cpeb2*^+/-^ heterozygous mating. The genotypes were determined by PCR of tail biopsies as described [41].

### Intracranial injection of adeno-associated virus (AAV)

Recombinant AAV viruses, ssAAV9-Cre-ires-GFP (5.4 × 10^10^ vg/μl, GFP expression is mediated by internal ribosome entry site), dsAAV8-GFP (1.4 × 10^10^ vg/μl) and ssAAV9-GFP (5.4 × 10^10^ vg/μl), were purchased from the institutional AAV core. Stereotaxic injection was applied to male mice as previously mentioned with modifications [35]. In brief, the entorhinal cortex (EC) region (AP—2.46 mm, ML ± 4.29 mm, DV—4.25 mm relative to bregma) and CA1 region (AP—2.00 mm, ML ± 1.25 mm, DV—1.20 mm relative to bregma) were located by using the Robot Stereotaxic system (Neurostar). A 33-gauge needle syringe was used to deliver 0.3 μl virus to each region at the rate of 12 μl/h. After surgery, the mice were monitored until they were fully ambulatory and then recovered for at least 4 weeks in housing cages before field recording.

### Behavioral assays and electrophysiology

All behavioral assays and field recording in the SC-CA1 circuit were previously described [26, 35] (Additional File 1: Supplemental method). To avoid the influence of estrous cycle in behavioral performance, only male littermates between 2 and 4 months old were used for behavioral tasks during a 13:30–17:30 light phase with the observer blinded to their genotypes. Littermates of both sexes were used for SC-CA1 recording, but only male mice were used for TA-CA1 recording because sex differences were observed in the latter circuit [47]. The electrophysiological responses were recorded at stratum radiatum (SC pathway) or stratum lacunosum-moleculare (TA pathway) of CA1 neurons after SC axons and TA axons were severed from the soma of CA3 and entorhinal cortical neurons, respectively [47, 48]. The input–output responses were measured with increasing stimulus intensity from 10 to 100 μA at a 10-μA interval. PPF was measured with indicated interpulse interval ranging from 10 to 250 ms. The baseline was defined by the first 20-min recording under 0.017 Hz and 0.1-ms pulse duration, then LTP was evoked by 1 or 4 trains of 1-s 100-Hz high-frequency stimulation (1X HFS or 4X HFS) with 5-min inter-train intervals. For field-recording on hippocampal slices prepared from AAV-injected brains, GFP signal in the stratum lacunosum moleculare or the CA1 cell layer was used to confirm the delivery of AAV at the EC or CA1 region, respectively. Only GFP-positive slices were used for electro-recording.

### Primary neuron culture and luciferase reporter assay

Cortical and hippocampal tissues of E18.5 embryos from *Cpeb2*^+/-^ heterozygous mating or cortical tissues of E18.5 rat embryos were collected for neuron culture as reported [35]. The percent of neurons in DIV14-DIV22 cultures was more than 85% based on counting the number of MAP2-positive neurons and GFAP-positive glia. Neurons were seeded at 3 × 10^6^ cells/60-mm dish for immunoblotting and 10^6^ cells/35-mm dish for RNA isolation by using TRIzol. Neurons were plated at 10^5^ or 5 × 10^5^ cells/18-mm coverslip in a 12-well plate for fluorescence in situ hybridization or FM4-64FX loading assay, respectively, and 7 × 10^5^ cells/well in a 12-well plate for 4X HFS-induced protein expression. The *Slc17a6* 3'-UTR was amplified from mouse brain cDNA with the primers 5'-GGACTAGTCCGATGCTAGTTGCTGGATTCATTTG and 5'-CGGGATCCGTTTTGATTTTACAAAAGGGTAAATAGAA, and cloned into the pGL3-promoter vector (Promega). Human embryonic kidney 293 T (HEK293T) or Neuro-2a (N2a) cells were transfected with 0.5 μg plasmid mixture for dual luciferase assay (Promega).

### Immunohistochemistry, imaging acquisition, and quantification

The detailed procedures were previously described [26, 35]. Briefly, brains isolated from mice after cardiac perfusion of PBS and 4% formaldehyde/PBS were post-fixed in 4% formaldehyde overnight, then immersed in 30% (w/v) sucrose/PBS at 4 °C overnight. Brains were embedded in Tissue-Tek OCT compound and sectioned coronally at 30 μm or 10 μm by using a Leica cryostat. Selected sections were processed for immunohistochemistry (30-μm thickness) with indicated primary antibodies (Additional File 1: Table S1) or FISH (10-μm thickness) as described in the next paragraph. Images were acquired by AxioImager Z1 (Zeiss) or a laser-scanning LSM780 (Zeiss) confocal microscope and quantified by using ImageJ (NIH).

### Fluorescence in situ hybridization (FISH)

Stellaris FISH Probes, mouse *Slc17a6* with CAL Fluor Red 610 (VSMF-30156–5, LGC Biosearch Technologies), were hybridized to brain slices or cultured neurons, following the manufacturer’s instructions and the published study with modifications [49]. In brief, all solutions were prepared in diethyl pyrocarbonate (DEPC)-based PBS unless otherwise specified. DIV17 neurons on coverslips were fixed with 2% formaldehyde for 15 min, then washed with PBS for 5 min × 3 times. Fixed samples were permeabilized with 0.3% Triton X-100 for 10 min, washed with PBS for 3 times and then rinsed 3 times with the hybridization buffer (30 mM sodium citrate pH 7, 0.3 M NaCl, 10% dextran sulfate, 2 mM ribonucleoside vanadyl complex, 10% formamide, 200 μg/ml tRNA, 80 μg/ml bovine serum albumin [BSA] in DEPC-H_2_O). The FISH Probes were diluted to a final 0.25 μM in the blocking buffer (1% w/v Blocking Reagent [11096176001, Roche], 10 mM maleic acid pH 7.5, 15 mM NaCl, 0.2 mM Tris–HCl pH 8, 20 μM EDTA in hybridization buffer) along with the designated primary antibodies (Additional File 1: Table S1). After 37 °C hybridization in a humidified dark chamber for at least 16 h, samples were washed with 0.3% Triton X-100 in PBS for 5 min × 3 times, followed by incubation with secondary antibodies for 1 h. After one rinse with PBS, samples were post-fixed with 2% formaldehyde for 15 min and washed with PBS for 5 min × 3 times before mounting with ProLong Gold Antifade Mountant (ThermoFisher). Similar procedures were performed to detect *Slc17a6* RNA in brain sections, with the inclusion of 1 μg/ml proteinase K treatment at 37 °C for 10 min subsequent to permeabilization in 0.3% Triton X-100 to enhance RNA detection.

### Activity-induced FM4-64FX loading assay

DIV17-23 neurons on coverslips or in microfluidic chambers were activated ± 4X HFS ± 200 μg/ml cycloheximide, then harvested at designated times for immunoblotting or incubated for 2 h, followed by the loading of FM4-64FX as described [50]. All solutions were prepared in Tyrode’s buffer (25 mM HEPES pH 7.4, 119 mM NaCl, 2.5 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_ and 30 mM D-glucose) unless otherwise indicated. Briefly, coverslips were rinsed twice with Tyrode’s buffer and once with the loading buffer (10 μM FM4-64FX [Thermo Fisher], 50 μM APV and 10 μM CNQX) and then stimulated for 90 s of 10-Hz in the same buffer. After 20-min incubation, neurons were washed twice with Tyrode’s buffer, then incubated for 10 min in 1 mM ADVASEP-7 (binds and removes dye from external membranes, Merck), 50 μM APV and 10 μM CNQX [51]. After one wash of Tyrode’s buffer, neurons were fixed with 4% formaldehyde/PBS for 10 min, permeabilized with 0.2% Triton X-100/PBS for 10 min, and blocked with 5% BSA/PBS for 1 h, followed by overnight incubation of primary antibodies (Additional File 1: Table S1) in 1% BSA/PBS at 4 °C, then secondary antibodies for 2 h at room temperature before mounting with ProLong Gold Antifade Mountant.

### Synaptosome preparation and stimulation

All steps were performed at 4 °C unless otherwise specified, and buffers were oxygenated with 95% O_2_ and 5% CO_2_ for approximately 2 h before use. Cortical and hippocampal tissues of adult mice were fractionated to obtain crude synaptosomes [26]. Tissues were homogenized (600 μl buffer/100 mg tissue) in the buffer containing 8.33 mM D-glucose, 250 mM sucrose, 20 mM HEPES pH 7.4, 25 mM Tris–HCl pH 7.4, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM DTT, 1X protease inhibitor (Sigma-Aldrich), 1X PhosSTOP (Roche), and 60 U/ml RNase Inhibitor (TOOLS), by using a Dounce homogenizer with the loose pestle for 50 strokes twice at an interval of 5 min. The homogenates were centrifuged at 300 *xg* for 2 min to remove debris, 700 *xg* for 5 min to remove nuclei, and then 9200 *xg* for 20 min to collect pellets as crude synaptosomes, which were resuspended in Krebs buffer (212.7 mM D-glucose, 118.5 mM NaCl, 24.9 mM NaHCO_3_, 1.18 mM Na_2_SO_4_, 1.18 mM KH_2_PO_4_, 2.5 mM CaCl_2_, 15 μl/ml 1N HCl, 1X protease inhibitor, 1X PhosSTOP, and 60 U/ml RNase Inhibitor) and aliquoted into 200 μl per tube. Synaptosomal samples were pre-warmed at 37 °C for 5 min, then stimulated without (Ctrl) or with 50 μM NMDA and 10 μM glutamate for 30 s, followed by the addition of 120 μM APV ± 200 μg/ml cycloheximide, then incubated at 37 °C for designated times according to the published protocol [52]. All samples were centrifuged at 9200 *xg* for 20 min to collect synaptosomal pellets, which were lysed and sonicated in the buffer containing 50 mM Tris–HCl pH 6.8, 0.2% Triton X-100, 0.04% sodium deoxycholate, 1.5% SDS and 5% glycerol, then used for immunoblotting.

### Immunoblotting and quantification

Adult mouse cortex or DIV21 cultured neurons was homogenized in the lysis buffer (50 mM HEPES pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.5% Triton X-100, 1 mM DTT, 1 mM EDTA, 1 mM EGTA, 2X protease inhibitor [Sigma-Aldrich] and 1X PhosSTOP [Roche]) for 30 min on ice before centrifugation at 16,000 *xg* for 5 min at 4 °C. The protein concentration of cortical, neuronal and synaptosomal lysates was quantified by using the Bradford protein assay (Bio-Rad) or Pierce BCA assay kit (Thermo Fisher). Equal amounts of samples were mixed with Laemmli sample buffer and heated at 55 °C for 20 min, separated on 10% SDS-PAGE, then transferred to nitrocellulose membranes (Millipore). Primary antibodies were incubated overnight at 4 °C and then horseradish peroxidase-conjugated secondary antibodies (Additional File 1: Table S1). Immunostained signals detected with chemiluminescence substrates (Millipore) were acquired by using ImageQuant LAS 4000 Mini (GE Healthcare) and then quantified by using ImageJ (NIH).

### RNA immunoprecipitation (RIP) and quantitative RT-PCR (RT-qPCR)

The previous protocols were followed with modifications [30, 35]. In brief, cortical and hippocampal lysates from adult male mice were divided and incubated with control or CPEB2 IgG-bound protein G beads for 3 h. One tenth of the beads were kept for immunoblotting, and the rest were isolated for RNA for microarray analysis. Similarly, to validate selected CPEB2-binding targets, hippocampal lysates from adult male mice were used. One third of the beads were used for immunoblotting, and the rest were isolated for RNA for RT-qPCR. Total RNA from adult cortex and DIV21 neurons were isolated by TRIzol (Invitrogen). RT-qPCR was performed by using ImPromII Reverse Transcriptase (Promega) and Universal Probe Library and Lightcycler 480 system (Roche). Primers and probes for qPCR are: *Slc17a6*, 5'-TGTTGGTGCAATGACAAAGAA, 5'-CCTGAGGCAAATAGTGCATAAA, and UPL probe #22; *Slc17a7*, 5'-GCAGGAGGAGTTTCGGAAG, 5'-CCTGCCGCTTCTCCAGTA, and UPL probe #75; *Syt1*, 5'-GCGATCTCCAGAGTGCTGAG, 5'-GACAACAGTCAGCTTGCCG, and UPL probe #7; *Gapdh*, 5'-GCCAAAAGGGTCATCATCTC, 5'-CACACCCATCACAAACATGG, and UPL probe #29.

### RIP-microarray and gene ontology (GO) analysis

The procedure with use of RIP samples for microarray analysis (Agilent SurePrint G3 Mouse GE 8 × 60 K, Welgene, Taiwan) was described before [30]. Briefly, 2,685 transcripts with raw signals > 1000, > 1.5-fold enrichment in CPEB2 IgG-precipitated substances, and at least one CPE in 3'-UTR were identified from 2 independent RIP-microarray experiments (Additional File 2). The learning-associated translatome (GSE124592) was reanalyzed to identify 2,438 genes, showing ± 1.5-fold change in expression only in the axonal compartment after fear learning (Additional File 3). CPEB2-bound axon-specific transcripts were identified by cross-comparison of 2,685 CPEB2-RIP targets with 2,438 axon-translated mRNAs (Additional File 4) and then GO-analyzed by Metascape [53] with the key word ‘glutamatergic transmission’ included to filter the results (Additional File 4).

### Statistics

Analysis was performed using SigmaPlot software. The statistical methods and analyzed results are listed (Additional File 5).

## Results

### CPEB2 regulated both pre- and post-synaptic transmission in the SC pathway

To explore an RBP-mediated presynaptic/axonal translation for plasticity and memory, we first examined whether CPEB2 affects presynaptic electrophysiological responses in hippocampal slices. We used a *Nestin*-Cre mouse line to generate CPEB2-cKO^Nes^ mice with *Cpeb2* ablated in most neurons and glia including those in CA1 and CA3 regions (Fig. 1A). In our previous study, CPEB2 was only depleted in hippocampal CA1 pyramidal neurons but not CA3 in CPEB2-cKO^Camk2^ mice. Hence, they only exhibited impaired postsynaptic responses and long-lasting LTP due to lack of postsynaptic CPEB2 in the SC pathway [35]. Here, we measured the input–output relationship in the SC pathway which measures presynaptic (fiber volley [FV] amplitude) and postsynaptic (the slope of field excitatory postsynaptic potential [fEPSP]) responses of CA3 and CA1 neurons, respectively. Both fEPSP slopes (F_(1,160)_ = 32.264, *P* < 0.001) and FV amplitudes (F_(1,160)_ = 9.928, *P* = 0.002) were reduced in CPEB2-cKO^Nes^ mouse hippocampal slices (Fig. 1B). Moreover, PPF, which monitored presynaptic neurotransmitter release and was inversely correlated with the release probability [54], was enhanced in CPEB2-cKO^Nes^ mouse hippocampal slices (F_(1,154)_ = 27.033, *P* < 0.001, Fig. 1C). Translation-dependent LTP elicited by 4X HFS [55] lasted for 3 h in the CPEB2-cWT but not CPEB2-cKO^Nes^ SC pathway (F_(1,40)_ = 15.149, *P* < 0.001, Fig. 1D). As compared with what we previously observed in CPEB2-cKO^Camk2^ mice [35], the additional deletion of CPEB2 in CA3 neurons of CPEB2-cKO^Nes^ mice caused abnormal presynaptic responses, including FV amplitude and PPF (Fig. 1B, C), and failed to maintain long-lasting LTP for more than 1 h (Fig. 1D), rather than merely decreasing LTP magnitude in CPEB2-cKO^Camk2^ mice [35], so CPEB2 also played a presynaptic role in modulating glutamatergic transmission.

**Fig. 1:**
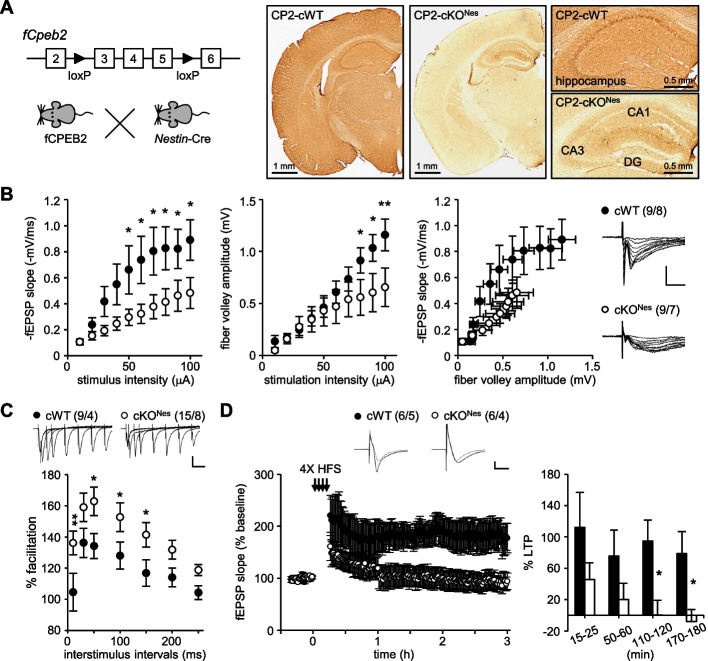
Aberrant synaptic transmission and LTP in CPEB2-cKO^Nes^ SC-CA1 pathway. **A** Mice carrying the *Cpeb2* allele with two loxP sites flanking exons 3–5 (fCPEB2) were crossed with *Nestin*-Cre mice to generate CPEB2-cWT and -cKO^Nes^ mice. CPEB2 immunohistochemistry of coronal brain slices was from adult CPEB2-cWT and -cKO^Nes^ mice. **B**-**D** Electrophysiological responses in the SC-CA1 pathway of adult (3- to 5-month-old) mice, including the input–output curve of the fEPSP slope and fiber volley amplitude in response to increasing stimulus intensity (**B**), paired-pulse facilitation (**C**), and LTP evoked by 4X HFS (**D**). Sample traces were the average fEPSP of 5 min before (gray) and the very last 5 min (black) after stimulation. Numbers in parentheses (n/N) represent the number of recorded slices (n) and mice (N). Sample traces with vertical scales of 0.5 mV and horizontal scales of 10 ms (i-o curve and LTP) and 50 ms (PPF). Data are mean ± SEM. *P < 0.05 and **P < 0.01, two-way ANOVA with Fisher’s LSD *post-hoc* comparison

### CPEB2-cKO^Nes^ mice exhibited defective hippocampus-dependent learning and memory

To assess whether CPEB2-cKO^Nes^ mice exhibited cognitive impairment, we conducted behavioral assays previously used in CPEB2-cKO^Camk2^ mice, which showed defective consolidation of spatial memory in the Morris water maze test and fear memory after contextual fear conditioning [35], but excluded the fear conditioning test because hemizygous *Nestin*-Cre mice showed defective contextual- and cued-conditioned fear [45]. The exploratory activity in the open field (Additional File 1: Fig. S1A) and the anxiety level in the elevated plus maze (Additional File 1: Fig. S1B) were comparable between CPEB2-cKO^Nes^ mice and their cWT littermates. After 4-day acquisition training in the Morris water maze, both groups learned to find the hidden platform in the target quadrant (F_(3,52)_ = 14.609, *P* < 0.001), but CPEB2-cKO^Nes^ mice performed worse than their littermates (F_(1,52)_ = 7.173, *P* = 0.010, Additional File 1: Fig. S1C). In the day 5 probe test, we analyzed the percentage of time mice spent in the target quadrant where the platform was previously placed. CPEB2-cKO^Nes^ mice showed reduced memory consolidation (F_(3,52)_ = 4.182, *P* = 0.010, *P* = 0.020 in target quadrant, Additional File 1: Fig. S1D), but their swimming ability and visual acuity were normal (Additional File 1: Fig. S1E).

### Systemic identification of CPEB2-bound transcripts involved in learning-associated presynaptic translation

Since SC axons were transected from the soma of CA3 neurons during electro-recording and additional depletion of presynaptic CPEB2 severely impaired protein synthesis-dependent LTP (Fig. 1D), CPEB2 must regulate axonal translation to support enduring neurotransmitter release for LTP. To identify the candidate mRNAs regulated by CPEB2, we used RIP with adult mouse cortical and hippocampal tissues. CPEB2- and control IgG-precipitated materials were used for immunoblotting of CPEB2 (Fig. 2A) and RNA isolation for microarray analysis. 

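RNA immunoprecipitation (RIP) pulls down a protein with its antibody and recovers the RNA bound to it, and the RNA recovered with non-specific IgG gives the background. The RIP-microarray data cover 4 one-color arrays, 2 hybridized with RNA from CPEB2 IgG and 2 with RNA from control IgG, from cortical and hippocampal lysate of 8-week-old male C57BL/6 mice. In each of the 2 experiments the lysate was divided between the antibodies, so the arrays form 2 pairs. Every array was scanned on the same slide and carried 55681 distinct probes of 60 bases, of which 33256 were annotated with one of 24185 gene symbols. The authors deposited the scanner software's output for each array, which is an intensity per spot before any scaling between arrays. Between 68.4% and 74.1% of the spots on an array were well above background, no spot was saturated, and the median signal was 68.1 and 59.0 with CPEB2 IgG and 75.8 and 76.5 with control IgG. Control spots and spots that the software marked as uneven or as outliers were left out, the signal was scaled to the 75th percentile of each array and put on the log2 scale, and repeated probes were averaged. The brightest probe stood for each gene, and limma was fitted with the experiment as a block to 19698 genes that were detected on at least 2 arrays. The 2 arrays made with the same lysate deviated together (correlation of their deviations 0.200). With 2 arrays against 2, an exact permutation test of one gene that ignores the pairs cannot go below p = 0.333 (two-sided). Keeping the pairs leaves fewer permutations and a higher floor. The limma test, which borrows the spread from all genes, was therefore used for single genes. Each antibody occupied its own array positions on the slide, so position and antibody cannot be separated. The number of arrays limits the precision of each value.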

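Both thresholds, a mean fold change above 1.5 and a raw signal above 1000 on at least 1 CPEB2 IgG array, were passed by 3358 genes when a gene counted if any of its probes passed. They made up 47.7% of the 7041 genes with a raw signal above 1000 on a CPEB2 IgG array. Of the genes tested by limma, 4174 were higher and 4020 were lower with CPEB2 IgG at an adjusted p-value under 0.05, and without the block for the experiment the counts were 4260 and 3999. The balance depended on the scaling, with 5212 higher and 3301 lower after median centring. After centring within bins of probe GC content, an alternative chosen after seeing the data, 3551 were higher and 4305 lower. Among the genes past both thresholds, 2737 were also higher in the limma test and 3016 when the fold change had to exceed 1.5 in each experiment. The alternative that moved the threshold count most was a raw signal above 2000, which gave 2542 genes. Across genes, the log2 fold changes of the 2 experiments had a Pearson correlation of 0.82, and genes are not independent replicates. The same thresholds in the other direction, with the raw signal taken from control IgG, were passed by 2765 genes.

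**Figure D1:**
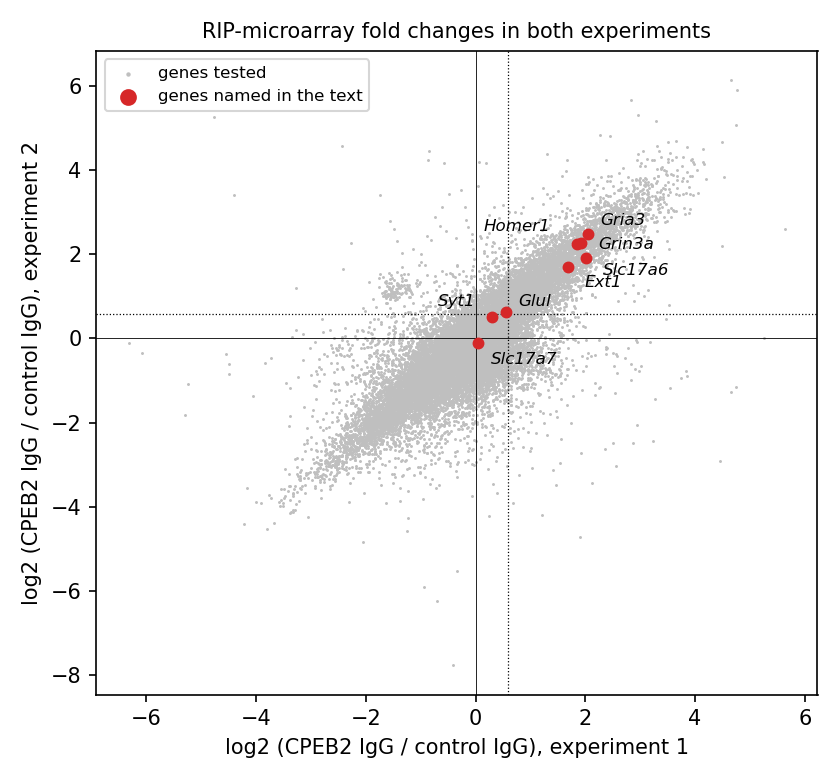
Log2 fold change of CPEB2 IgG over control IgG in experiment 1 (x axis) and experiment 2 (y axis) for the genes tested by limma (grey). Ext1, Slc17a6, Syt1, Glul, Homer1, Gria3, Grin3a and Slc17a7 are in red, and other genes named in the text are not marked. Dotted lines lie at a 1.5-fold change. The log2 fold changes of Gria3 were 2.04 and 2.49, and those of Slc17a7 were 0.04 and -0.11.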

From 2 independent RIP experiments, 3,309 transcripts with raw signal > 1,000 were enriched more than 1.5-fold in CPEB2-immunoprecipitated samples, and 2,685 contained at least 1 CPE in their 3'-untreanslated region (3'-UTR) (Fig. 2B and Additional File 2). To investigate whether CPEB2 could regulate the translation of specific axonal mRNAs to affect presynaptic plasticity and memory, we cross-compared CPEB2-bound transcriptome with the only learning-associated axonal translatome (GSE124592). In this study, Ostroff et al. used the TRAP method [56] to isolate ribosome-associated transcripts (i.e., translatome) in axons and somas of auditory cortical TE3 neurons before and after cued fear conditioning [20]. We analyzed 14,520 TRAP-isolated transcripts from this dataset and found 7,454 transcripts with more than ± 1.5-fold change after fear conditioning (Fig. 2B and Additional File 3). Moreover, a total of 2,438 transcripts in the trained translatome showed changed expression only in the axonal compartment (Fig. 2C and Additional File 3). Cross-comparison of CPEB2-bound transcriptome with the 2,438 transcripts identified 272 mRNAs being CPEB2-bound and axon-translated targets (Fig. 2D and Additional File 4). 

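The measurements of the axonal translatome are not analysed here, so only the RIP side of the overlap was recomputed, with the 272 genes of Additional File 4. Of these, 269 had a probe with the same symbol and 267 passed both thresholds. Under the alternatives, the lowest count was 205, with a raw signal above 2000. In the limma test, 251 of the 268 listed genes tested were higher with CPEB2 IgG at an adjusted p-value under 0.05 over all genes tested, and 258 when the p-values were adjusted over the list alone. The list was chosen by the paper from these same arrays, so that count shows no stability. In 263 of the 268 genes the log2 fold change was above 0 in both experiments, with a median of 1.70 and a range from -1.90 to 4.33.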

Because of aberrant glutamatergic transmission in the CPEB2-cKO^Nes^ SC circuit (Fig. 1), we included the ‘glutamatergic transmission’ keyword in Metascape gene annotation analysis [53] and identified 7 candidates (Additional File 4). 

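Of the 7 candidates, 6 passed both thresholds after 75th percentile scaling and 7 after quantile normalization or median centring. The gene that passed only in the latter 2 was Syt1. The count was 5 with no scaling, with normexp background correction, with the other set of probes behind the percentile and with centring within bins of probe GC content, an alternative chosen after seeing the data. In these 4 settings Glul also fell below a 1.5-fold change, with log2 fold changes of 0.54, 0.57, 0.48 and -0.04. The count was also 5 with a fold change above 1.5 required in each experiment and with a mean fold change above 2. The log2 fold change of Glul was 0.55 in experiment 1, below a 1.5-fold change, and 0.63 in experiment 2. The count was 4 with the probes of each gene averaged and 3 with a raw signal above 2000.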

We excluded 4 of them, with expression mainly in astrocytes (i.e., *Glul*) [57] or whose function was mainly at the postsynapse (i.e., *Homer1*, *Gria3* and *Grin3a*) [58–61]. 

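The 4 genes set aside differed in how far they exceeded the thresholds. Glul (NM_008131) had raw signals of 81719 and 66851 with CPEB2 IgG and 58976 and 43909 with control IgG. Its log2 fold change was 0.59 ± 0.05 (SD, n = 2 experiments), a fold change of 1.51 that lay near the threshold (adjusted p = 0.102 from limma). It passed the limma threshold after quantile normalization, after normexp background correction and with an intensity trend in limma. The log2 fold change was 0.87 after quantile normalization and -0.04 after centring within bins of probe GC content, an alternative chosen after seeing the data. Homer1 (NM_147176) had a log2 fold change of 2.05 ± 0.28 (SD, n = 2, adjusted p = 0.00637 from limma) at its brightest of 5 probes, whereas its 4 other probes lay between -0.24 and 0.66. Gria3 (NM_016886) had a log2 fold change of 2.27 ± 0.32 (SD, n = 2, adjusted p = 0.00584 from limma) and 0.83 at its other probe. Grin3a had a log2 fold change of 2.10 ± 0.25 (SD, n = 2, adjusted p = 0.00611 from limma) and 0.95 at its other probe. Without the block for the experiment, limma's adjusted p-values were 0.113 for Glul, 0.00402 for Homer1, 0.00355 for Gria3 and 0.00454 for Grin3a.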

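Each of Ext1, Slc17a6 and Syt1 was measured by a single probe, so no other probe of the gene checks its value, and positions are those of the array annotation on the mouse genome build mm9. Slc17a6 (NM_080853), which encodes VGLUT2, was probed on chromosome 7 from 58926067 to 58926126. Its raw signals were 1097 and 1232 with CPEB2 IgG and 288 and 334 with control IgG. Its log2 fold change was 1.96 ± 0.08 (SD, n = 2 experiments, standard error 0.23, adjusted p = 0.00618 from limma), a fold change of 3.88, and both raw signals with CPEB2 IgG lay just above 1000. Ext1 (NM_010162), probed on chromosome 15 from 52904855 to 52904914, had a log2 fold change of 1.69 ± 0.02 (SD, n = 2, adjusted p = 0.00752 from limma). Syt1 (NM_001252341), probed on chromosome 10 from 107935310 to 107935369, was far brighter, with raw signals of 62378 and 60340 with CPEB2 IgG and 53571 and 42992 with control IgG. Its log2 fold change was 0.41 ± 0.15 (SD, n = 2, adjusted p = 0.225 from limma), a fold change of 1.33 that was below 1.5. After quantile normalization the fold change of Syt1 was 1.64 and that of Slc17a6 was 3.81. Without the block for the experiment, limma's adjusted p-values were 0.00413 for Slc17a6, 0.00849 for Ext1 and 0.181 for Syt1. The paper reasons from CPEB2 binding, the overlap with the axonal translatome after learning, the CPEs of the 3'-UTRs and the presynaptic location of the encoded proteins to these genes as candidates for CPEB2-regulated axonal translation.

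**Figure D2:**
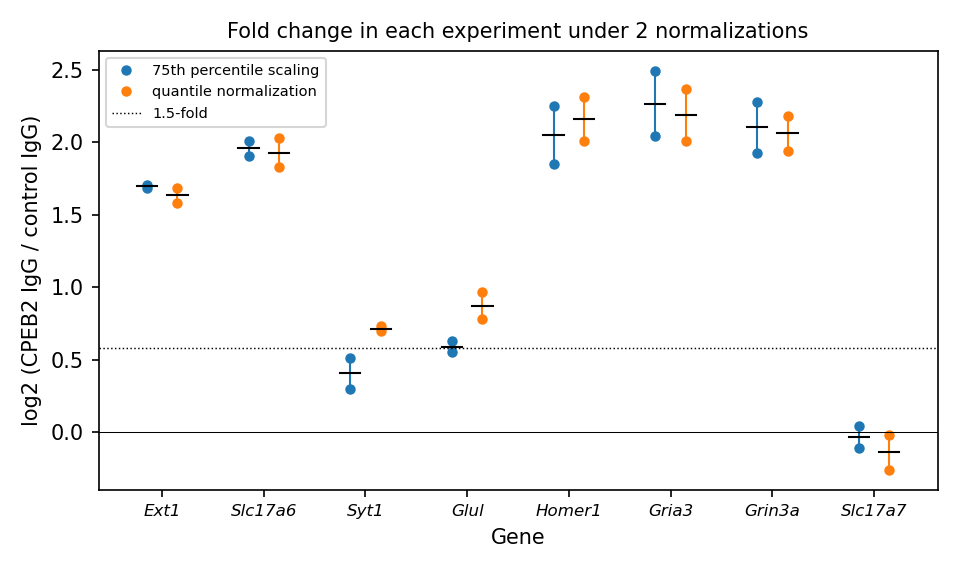
Log2 fold change of CPEB2 IgG over control IgG (y axis) for 8 genes named in the text (x axis), with 1 point per experiment, black bars at the mean and the dotted line at a 1.5-fold change, after 75th percentile scaling (blue) and quantile normalization (orange). The means of Syt1 lie on either side of the line, at 0.41 and 0.72.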

The remaining 3 candidates, *Ext1, Slc17a6* and *Syt1*, encode proteins localized in the presynaptic compartment and contain 6, 3 and 6 CPEs, respectively, in their 3'-UTRs (Fig. 2D). *Ext1* encodes exostosin glycosyltransferase 1, which functions in both pre- and post-synaptic domains [62, 63], so we focused on *Slc17a6* and *Syt1*, which encode VGLUT2 for transporting glutamate to synaptic vesicles [64, 65] and SYT1 for calcium-dependent exocytosis of glutamate- or GABA-containing vesicles [66–68].

**Fig. 2:**
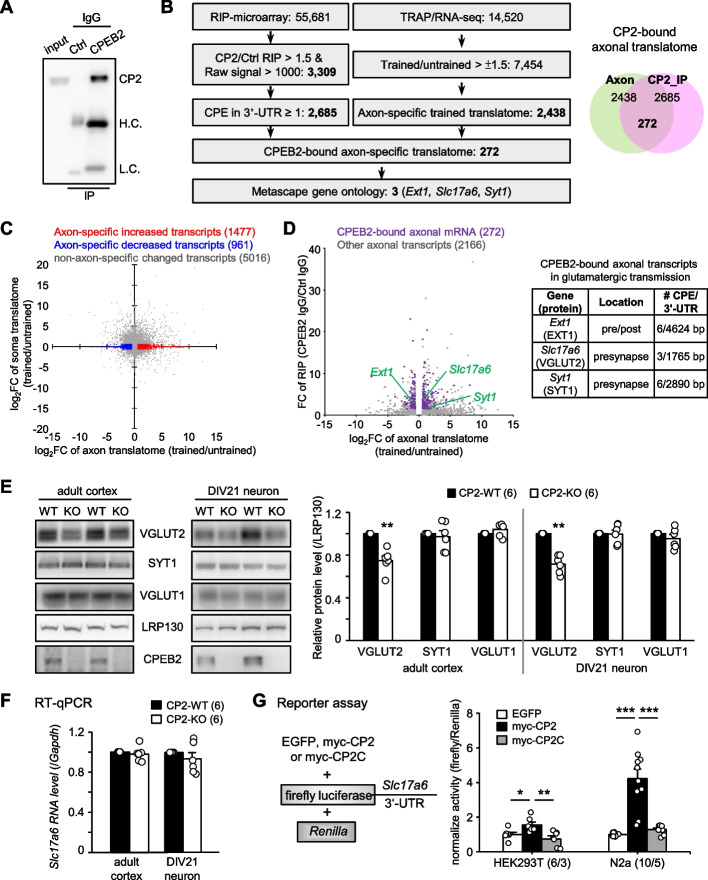
Identification and validation of learning-associated presynaptic *Slc17a6* is translationally upregulated by CPEB2. **A** Adult mouse cortices and hippocampi were used for RNA immunoprecipitation with CPEB2 or control (Ctrl) IgG. The precipitated substances were processed for western blot analysis or RNA isolation for microarray assay. **B** The flowchart denoted the criteria used to compare the CPEB2-immunoprecipitated transcriptome (GSE208738) and the learning-related translatome (GSE124592). **C** Among 7454 transcripts, 2438 showed more than 1.5-fold change in expression only in the axonal compartment: 1477 were upregulated (red dot) and 961 downregulated (blue dot). **D** Among the 2438 axon-specific translated mRNAs, 272 were CPEB2-binding targets with at least one CPE in their 3'-UTRs (purple and green dots). Three were known to function at glutamatergic presynapses and contain multiple CPEs in their 3'-UTRs of varying lengths. **E** Adult cortices and cultured neurons at 21 days in vitro (DIV) from global CPEB2-wild type (CPEB2-WT) and -KO mice were used for immunoblotting. The protein levels were normalized to that of LRP130. **F** RT-qPCR analysis of *Slc17a6* mRNA level (normalized to *Gapdh* level) in adult cortex and DIV 21 neurons. **G** Dual luciferase reporter assay. The firefly luciferase reporter appended with mouse *Slc17a6* 3'-UTR and *Renilla* luciferase plasmids were co-transfected with the plasmid expressing EGFP, myc-tagged full-length (CP2) or C-terminus (CP2C) of CPEB2 into HEK293T or N2a cells (duplicate transfections in 3 or 5 independent cultures, respectively). Data are mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.01, one-way ANOVA with Fisher’s LSD *post-hoc* test or Student’s* t* test

### Expression of VGLUT2 was translationally activated by CPEB2

VGLUT2 and SYT1 are exclusively concentrated in synaptic vesicles, so they may rely on local translation to maintain their presynaptic demands. Using CPEB2-WT and -KO adult cortices and cultured neurons, we identified decreased protein level of VGLUT2 but not SYT1 (Fig. 2E) and the change was at the protein rather than mRNA level (Fig. 2F). VGLUT1, encoded by *Slc17a7*, is more widely expressed than VGLUT2 in the hippocampus and cortex (Additional File 1: Fig. S2A) and also takes up glutamate into synaptic vesicles [64, 65]. Although the 3'-UTR of VGLUT1 mRNA contained no CPE and was not enriched in the CPEB2-immunoprecipitated transcriptome, we also examined and found that CPEB2 deficiency did not affect VGLUT1 level (Fig. 2E). Moreover, using the firefly luciferase reporter appended to the 3'-UTR of mouse *Slc17a6*, we found that the full-length but not C-terminal RNA-binding domain of CPEB2 enhanced the synthesis of firefly luciferase as compared with the GFP control (Fig. 2G). Therefore, CPEB2 bound to and promoted the translation of VGLUT2 mRNA.

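Slc17a7 (NM_182993), which encodes VGLUT1, was measured by a single probe on chromosome 7 of mm9 from 52430841 to 52430900. Its raw signals were 914 and 1136 with CPEB2 IgG and 939 and 1246 with control IgG. The log2 fold change was -0.03 ± 0.11 (SD, n = 2 experiments, adjusted p = 0.923 from limma, and 0.932 without the block for the experiment), so the estimate was smaller than the spread between experiments under this scaling, with a standard error of 0.23 in limma. It was -0.14 after quantile normalization. Centring the arrays on their medians, which raised every gene by 0.23, put it at 0.19. The immunoblots and the CPEs of its 3'-UTR are not analysed here.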

### CPEB2 regulated synaptic plasticity in the TA-CA1 pathway

Hippocampal CA1 neurons receive glutamatergic afferents from CA3 neurons in the stratum radiatum and from layer III entorhinal cortex neurons in the stratum lacunosum moleculare [69]. Because most presynaptic terminals express VGLUT2 in the stratum lacunosum moleculare (Fig. 3A and Additional File 1: Fig. S2A), we then determined whether CPEB2-controlled protein synthesis, such as for VGLUT2, was important for presynaptic glutamate release and plasticity by recording the TA-CA1 circuit [47, 48] (Fig. 3B). Similar to what we observed in the SC circuit (Fig. 1), the input–output curve of CPEB2-cKO^Nes^ slices was diminished in both fEPSP slopes (F_(1,260)_ = 58.060, *P* < 0.001) and FV amplitudes (F_(1,260)_ = 17.149, *P* < 0.001, Fig. 3C) and the CPEB2-cKO^Nes^ TA-CA1 pathway exhibited enhanced PPF (F_(1,161)_ = 19.319, *P* < 0.001, Fig. 3D) and defective 4X HFS-evoked LTP (F_(1,51)_ = 8.771, *P* = 0.005, Fig. 3E). We then used a *Vglut2*-Cre mouse line to generate CPEB2-cKO^Vglut2^ mice and investigated TA-CA1 plasticity under CPEB2 deficiency in the subset of glutamatergic neurons. Due to transient expression of VGLUT2 in the developing hippocampus [64, 65, 70], CPEB2 was depleted in most pre- (i.e., entorhinal cortex) and post-synaptic (i.e., hippocampus) glutamatergic neurons in the TA-CA1 pathway (Additional File 1: Fig. S2B), including all CaMK2α-expressing CA1 neurons (Additional File 1: Fig. S2C). Similarly, we observed diminished fEPSP slopes (F_(1,200)_ = 35.106, *P* < 0.001) and FV amplitudes (F_(1,200)_ = 25.076, *P* < 0.001, Fig. 3F), enhanced PPF (F_(1,133)_ = 12.826, *P* < 0.001, Fig. 3G) and defective 4X HFS-evoked LTP (F_(1,42)_ = 11.022, *P* = 0.002, Fig. 3H) in CPEB2-cKO^Vglut2^ TA-CA1 circuit. However, protein synthesis-independent LTP elicited by 1X HFS was unaffected in CPEB2-cKO^Nes^ and -cKO^Vglut2^ slices (Additional File 1: Fig. S3A and S3B), reinforcing the role of CPEB2 in translation-dependent long-term synaptic plasticity [35].

**Fig. 3:**
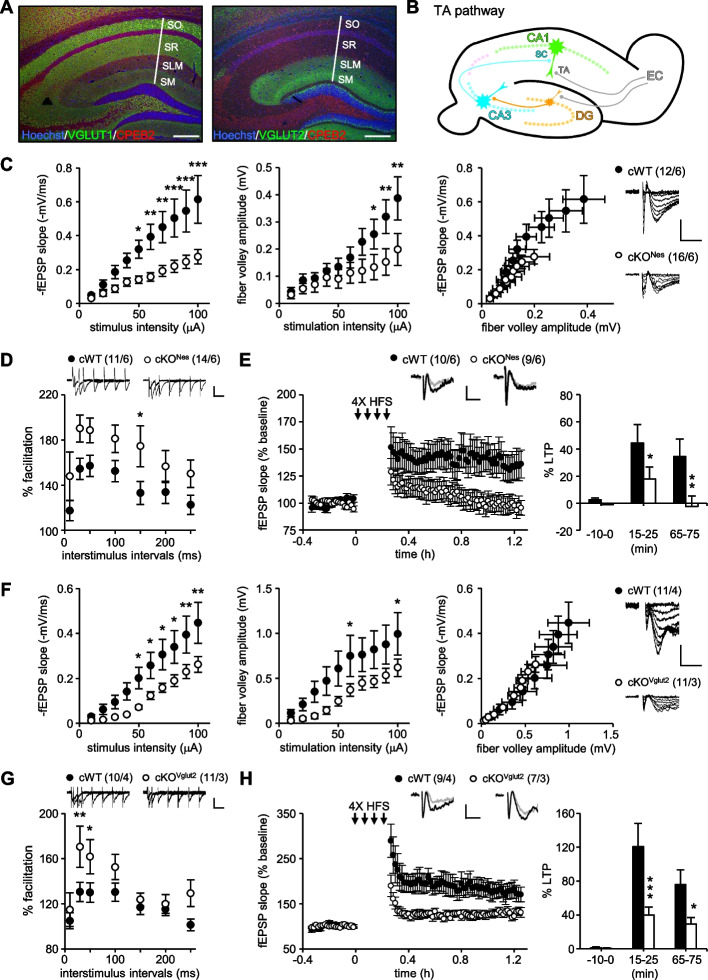
CPEB2 deficiency affects glutamatergic transmission and translation-dependent LTP in the TA-CA1 circuit. **A** Differential distribution of VGLUT1^+^ and VGLUT2^+^ afferents on hippocampal CA1 neurons. SO, stratum oriens; SR, stratum radiatum; SLM, stratum lacunosum moleculare; SM, stratum moleculare. Scales, 0.2 mm. **B** The illustration denoted SC-CA1 and TA-CA1 pathways. **C**-**H** CPEB2-cKO^Nes^ and -cKO^Vglut2^ male mice (3 to 5 months old) were used for field recording. The input–output responses (**C** and **F**), paired-pulse facilitation (**D** and **G**) and 4X HFS-evoked LTP (**E** and **H**) in the TA-CA1 pathway of CPEB2-cKO^Nes^ and -cKO^Vglut2^ hippocampal slices, respectively. Numbers in parentheses (n/N) represent the number of recorded slices (n) and mice (N). Sample traces were presented in the same manner as described in Fig. 1. Data are mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, two-way ANOVA with Fisher’s LSD *post hoc* test

### CPEB2-cKO^Vglut2^ mice showed defective memory consolidation

The loss of CPEB2 in glutamatergic neurons sufficiently impaired glutamatergic transmission and long-term plasticity (Fig. 3F-H), so we examined the behavior of CPEB2-cKO^Vglut2^ mice and found no abnormalities in their exploratory activity in the open field (Fig. 4A), anxiety level in the elevated plus maze (Fig. 4B), and spatial learning in the Morris water maze (Fig. 4C). However, CPEB2-cKO^Vglut2^ mice had reduced memory consolidation (F_(3,52)_ = 4.127, *P* = 0.011, *P* = 0.006 in target quadrant, Fig. 4D) despite normal swimming ability and visual acuity (Fig. 4E).

**Fig. 4:**
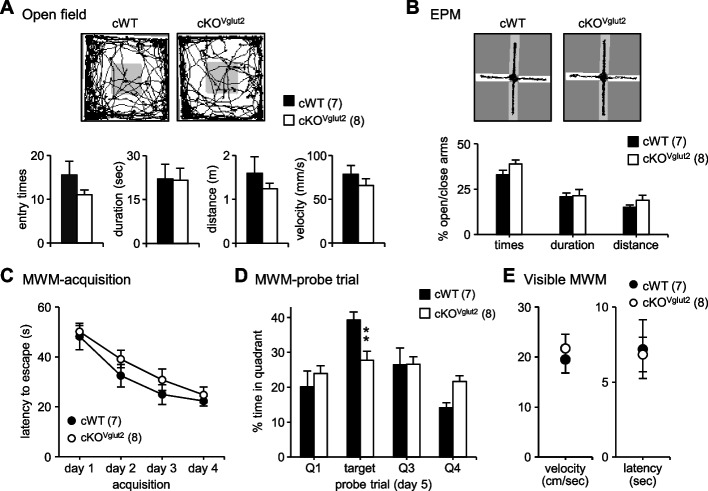
Impaired spatial memory consolidation in CPEB2-cKO^Vglut2^ mice. **A**-**E** Adult male mice at 2 to 4 months old were used for behavior assays. **A** Open-field. Representative moving traces in the open arena during the first 10 min and the quantified entry times, duration, moving distance and velocity. **B** Elevated plus maze (EPM). Representative 5-min moving traces in the EPM and the quantified entry times, duration and moving distance in the open versus closed arms. **C** Morris water maze (MWM). Mice were trained with 4 trials per day for 4 consecutive days, and the escape latency to the platform was averaged from 4 trials. **D** The MWM probe test on day 5 recorded the percentage of time (total 60 s) spent in each quadrant. **E** In the visual MWM task, the velocity and latency reflected the swimming ability and visual acuity, respectively. Data are mean ± SEM. **P < 0.01, Student’s *t* test and two-way ANOVA with Fisher’s LSD *post-hoc* test. The number of mice for behavioral assays was denoted in parentheses

### CPEB2 regulated both pre- and post-synaptic plasticity in the TA-CA1 pathway

Because CPEB2-activated GRASP1 mRNA translation is important for recycling of AMPARs to postsynaptic sites of CA1 neurons [35], impaired translation-dependent LTP in the SC (Fig. 1D) and TA circuits (Fig. 3E, H) of CPEB2-cKO^Nes^ and -cKO^Vglut2^ hippocampi could be attributed to both pre- and post-synaptic dysregulation. To determine whether the loss of CPEB2 at the presynaptic TA afferents (CPEB2-cKO^EC^) or the postsynaptic CA1 neurons (CPEB2-cKO^CA1^) sufficiently affected translation-dependent LTP, we injected adeno-associated virus expressing GFP or Cre recombinase-ires-GFP (Cre) at the lateral entorhinal cortex (@EC) or the CA1 region (@CA1) of CPEB2-cWT mice, respectively. The injection sites were revealed by the expression of GFP (Fig. 5A) and recordings were conducted using only slices of GFP signal in TA afferents onto the stratum lacunosum moleculare (@EC) or in CA1 neurons (@CA1). CPEB2 deficiency in TA afferents (Cre@EC) reduced FV amplitudes (F_(1,180)_ = 6.095, *P* = 0.014, Fig. 5B), enhanced PPF (F_(1,126)_ = 12.933, *P* < 0.001, Fig. 5C) and decreased 4X HFS-evoked LTP (F_(1,54)_ = 12.656, *P* < 0.001, Fig. 5D) but did not affect 1X HFS-induced LTP (Additional File 1: Fig. S3C). On the other hand, depleting CPEB2 in postsynaptic CA1 (Cre@CA1) reduced fEPSP slopes (F_(1,140)_ = 15.193, *P* < 0.001, Fig. 5E) and 4X HFS-evoked LTP (F_(1,42)_ = 6.289, *P* = 0.016, Fig. 5G). To verify that the effect of AAV-Cre on reducing 4X HFS-elicited LTP in CPEB2-cWT mice was not caused by Cre-induced toxicity or by using different AAV serotypes to express GFP or Cre-ires-GFP, we performed experiments in wild-type mice with AAV-injected @EC. No differences were found in 4X HFS-evoked LTP regardless of whether AAV9-GFP (1.62 × 10^10^ vg), AAV9-Cre-ires-GFP (1.62 × 10^10^ vg) or AAV8-GFP (0.42 × 10^9^ vg) was used (Additional File 1: Fig. S4). Additionally, cWT mice but not WT mice infected with AAV9-Cre-ires-GFP @EC, exhibited reduced 4X HFS-induced LTP in the TA-CA1 pathway (Additional File 1: Fig. S4D). These results supported the critical role of CPEB2-controlled translation in both pre- and post-synaptic compartments to regulate glutamatergic plasticity.

**Fig. 5:**
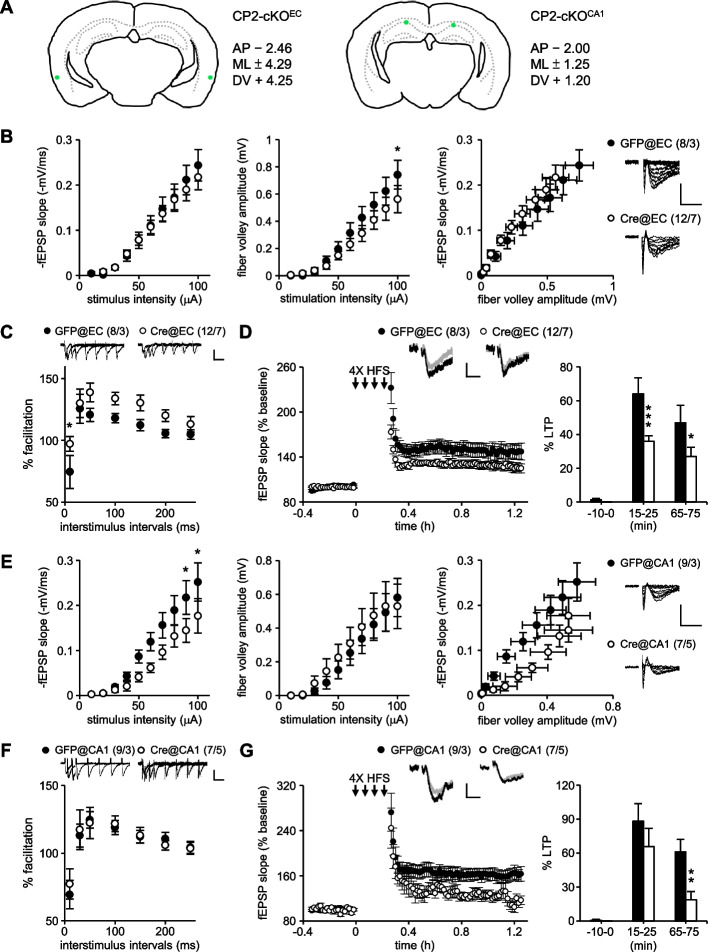
Pre- or post-synaptic deletion of CPEB2 impairs glutamatergic transmission and LTP in the TA-CA1 circuit. **A** The virus injection sites in the entorhinal cortex (EC, left) and CA1 (right) were marked in green dots. **B**-**G** CPEB2-cWT mice were injected with AAV8-GFP (4.2 × 10^9^ vg) or AAV9-Cre-ires-GFP (1.62 × 10^10^ vg) to generate cWT control or CPEB2-cKO^EC^ and -cKO^CA1^ mice, respectively. Four weeks after intracranial delivery of AAV, 3–5-month-old male mice were used for field recording. The input–output responses (**B** and **E**), paired-pulse facilitation (**C** and **F**) and 4X HFS-evoked LTP (**D** and **G**) in the TA-CA1 pathway of CPEB2-cKO^EC^ and -cKO^CA1^ hippocampal slices, respectively. Numbers in parentheses (n/N) represent the number of recorded slices (n) and mice (N). Sample traces were presented in the same manner as described in Fig. 1. Data are mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, two-way ANOVA with Fisher’s LSD *post hoc* test

### Activity-triggered synaptosomal VGLUT2 synthesis depended on CPEB2

Aberrant presynaptic responses in severed CPEB2-lacking SC and TA afferents were similar to those reported in VGLUT2-cKO mice [70]. Because CPEB2 controls *Slc17a6* translation (Fig. 2E**-**G), we tested whether such a regulation could be axon-localized to affect the function of VGLUT2-containing vesicles. Therefore, we detected *Slc17a6* mRNA by FISH, followed by immunostaining of CPEB2 and an axonal marker, tau, in CPEB2-WT neurons (representative images in Fig. 6A). Because only a portion of pyramidal neurons express *Slc17a6* mRNA, we randomly selected 12 image fields with at least one soma expressing *Slc17a6* puncta for quantification. The number of *Slc17a6*-positive (*Slc17a6*^+^) puncta in somas and axons was counted and expressed as a relative percentage in each image field. Approximately 65% to 75% *Slc17a6*^+^ puncta contained a CPEB2 signal in both somatic and axonal compartments (Fig. 6B). Moreover, the number of *Slc17a6*^+^ puncta in the stratum lacunosum moleculare layer of CA1 neurons was comparable between CPEB2-cWT and -cKO^Nes^ hippocampi (Fig. 6C), indicating that CPEB2 deficiency did not affect axonal distribution of *Slc17a6* mRNA. Axonal colocalization of CPEB2 and *Slc17a6* mRNA supports the possibility of CPEB2-dependent local *Slc17a6* translation, so we isolated synaptosomes from cortical and hippocampal tissues and stimulated them with N-methyl-D-aspartate (NMDA) and glutamate to induce chemical LTP [52], which is accompanied by elevated phosphorylation of calcium/calmodulin-dependent protein kinase 2 subunit alpha (CaMK2α) at Thr 286 (Fig. 6D). CPEB2-WT but not CPEB2-KO synaptosomes showed NMDA/glutamate-induced expression of VGLUT2, and this increase could be blocked by cycloheximide, an inhibitor of eukaryotic translation (Fig. 6D).

**Fig. 6:**
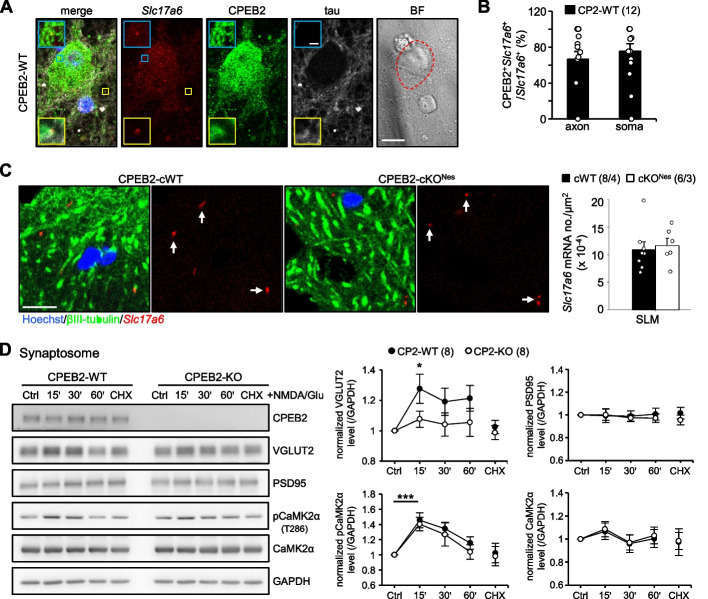
CPEB2 is present in most *Slc17a6* mRNA puncta and promotes VGLUT2 synthesis in NMDA/glutamate-stimulated synaptosomes. **A** DIV17 neurons were probed with *Slc17a6* mRNA by FISH, followed by immunostaining of CPEB2 and the axonal marker tau and Hoechst labeling. Representative images showed the colocalization of *Slc17a6* mRNA and CPEB2 in somas (defined by bright-field images) and axons (tau^+^ areas) with magnified images outlined in blue and yellow squares, respectively. Scales, 10 μm and 1 μm in magnified images. **B** The percentage of *Slc17a6*^+^ puncta containing CPEB2 signal in neurons. Twelve image fields from 4 independent cultures were quantified. **C** Representative images and quantified results showed the number of *Slc17a6*^+^ puncta in the SLM layer of CPEB2-cWT and cKO^Nes^ hippocampi. Scale, 10 μm. Numbers in parentheses (n/N) represent the number of slices (n) and mice (N). **D** Synaptosomes from adult cortical and hippocampal tissues (8 independent preparations) were stimulated without (Ctrl) or with 50 μM NMDA and 10 μM glutamate for 30 s, followed by the addition of 120 μM APV ± 200 μg/ml cycloheximide (CHX) for the indicated times and then harvested for immunoblotting. Data are mean ± SEM. *P < 0.05 and ***P < 0.001, Mann–Whitney Rank Sum Test in (**B**), Student’s *t* test in (**C**), and two-way ANOVA with Fisher’s LSD *post-hoc* test in (**D**)

### Reduced VGLUT2 in adult CPEB2-cKO^Nes^ and -cKO^Vglut2^ hippocampi

Since VGLUT2 was mainly detected in presynaptic axons of EC neurons projecting to hippocampal stratum lacunosum moleculare (Fig. 3A and Additional File 1: Fig. S2A), we used hippocampal tissues and confirmed that CPEB2 also bound to *Slc17a6* and *Syt1* transcripts but not *Slc17a7* mRNA (Additional File 1: Fig. S5A). Moreover, the protein level of VGLUT2 but not SYT1 and VGLUT1 was also diminished in CPEB2-cKO^Nes^ and -cKO^Vglut2^ adult hippocampi (Additional File 1: Fig. S5B). Therefore, CPEB2 binds to and enhances the expression of VGLUT2 in the TA afferents in the hippocampus.

### CPEB2 promoted axonal VGLUT2 synthesis to replenish VGLUT2^+^ vesicles

Defective protein synthesis-dependent LTP in the CPEB2-cKO^EC^ TA-CA1 pathway (Fig. 5D) strongly indicated that CPEB2-regulated presynaptic translation was important to sustain long-lasting LTP, in part, by affecting activity-induced expression of VGLUT2 in the transected TA axons (Fig. 6D). To support this notion further, we analyzed activity-elicited uptake of FM4-64FX dye into axonal VGLUT2^+^ vesicles in intact and axotomized neurons. We first confirmed that 4X HFS also increased VGLUT2 expression in CPEB2-WT but not CPEB2-KO cultured neurons (Additional File 1: Fig. S6), then analyzed the endocytosed FM4-64FX signal in VGLUT2^+^ vesicles after 900 pulse (10 Hz × 90 s)-evoked glutamate release. Therefore, only synaptic vesicles that undergo active release and recycling could be marked by the loading of FM4-64FX from the extracellular space. The loading of FM4-64FX into VGLUT2^+^ vesicles was comparable between CPEB2-WT and -KO neurons under the basal condition, but 4X HFS increased the FM4-64FX signal in VGLUT2^+^ vesicles only in CPEB2-WT neurons (Fig. 7A). To ensure that CPEB2-activated local *Slc17a6* translation is important to support the function of VGLUT2^+^ vesicles, neurons cultured in a microfluidic chamber [71], which only permits axons growing into the other side, were severed to separate axons from somas before 4X HFS (Additional File 1: Fig. S7A). Activity-enhanced FM4-64FX-loading signal in VGLUT2^+^ but not VGLUT2-negative (VGLUT2^−^) vesicles was sensitive to cycloheximide and defective in CPEB2-KO axons (Fig. 7B and Additional File 1: Fig. S7B). Moreover, the newly synthesized VGLUT2 molecules were mostly used to increase the pool of VGLUT2^+^ vesicles rather than increase VGLUT2 intensity or vesicular size of existing vesicles (Fig. 7C). Because VGLUT2 is a membrane protein, this finding agreed with the role of CPEB2 to promote translation of VGLUT2 mRNA presumably on ribosomes attached to endoplasmic reticulum and consequently produce new VGLUT2^+^ vesicles. Hence, activity- and CPEB2-dependent axonal translation was important to support the synaptic function of VGLUT2^+^ vesicles, thereby contributing to the persistence of long-term presynaptic plasticity (Fig. 8).

**Fig. 7:**
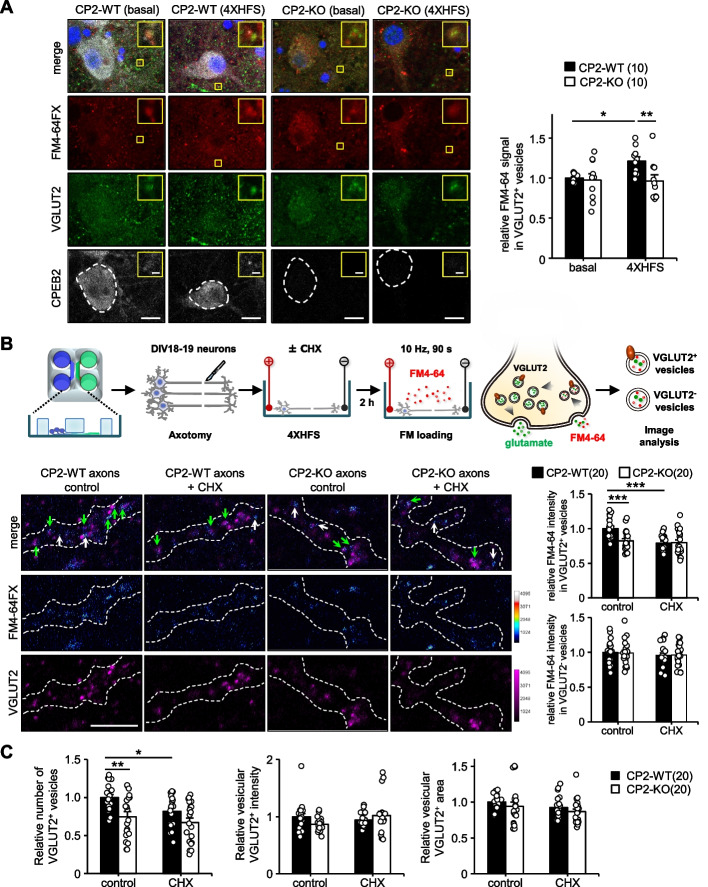
Activity- and CPEB2-dependent axonal VGLUT2 synthesis increases functional VGLUT2^+^ vesicles. **A** DIV17-23 neurons were stimulated without (basal) or with 4X HFS and incubated for 2 h before activity (10 Hz for 90 s)-stimulated FM4-64FX loading. The FM4-64FX puncta signals in VGLUT2^+^ vesicles were quantified in 10 image fields from 3 independent cultures and expressed as relative ratios. The region of interest at 4X magnification is shown in the insert. Scales, 10 μm and 1 μm in magnified images. **B**-**C** The experimental procedure was illustrated in the upper panel. CPEB2-WT and -KO neurons were seeded in microfluidic chambers and cultured for 18 to 19 DIV. After axotomy, the same stimulation and loading protocol were applied without (control) or with 50 μg/ml cycloheximide (CHX). The axonal region was outlined with an axonal marker, βIII-tubulin (marked by white dashed lines). The signal intensity of FM4-64FX and VGLUT2 was color-coded. The FM4-64FX puncta signals in VGLUT2^+^ and VGLUT2^−^ vesicles were quantified in 20 image fields from 5 independent cultures and expressed as a relative ratio. Data are mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, two-way ANOVA with Fisher’s LSD *post-hoc* test. Scale, 5 μm

**Fig. 8:**
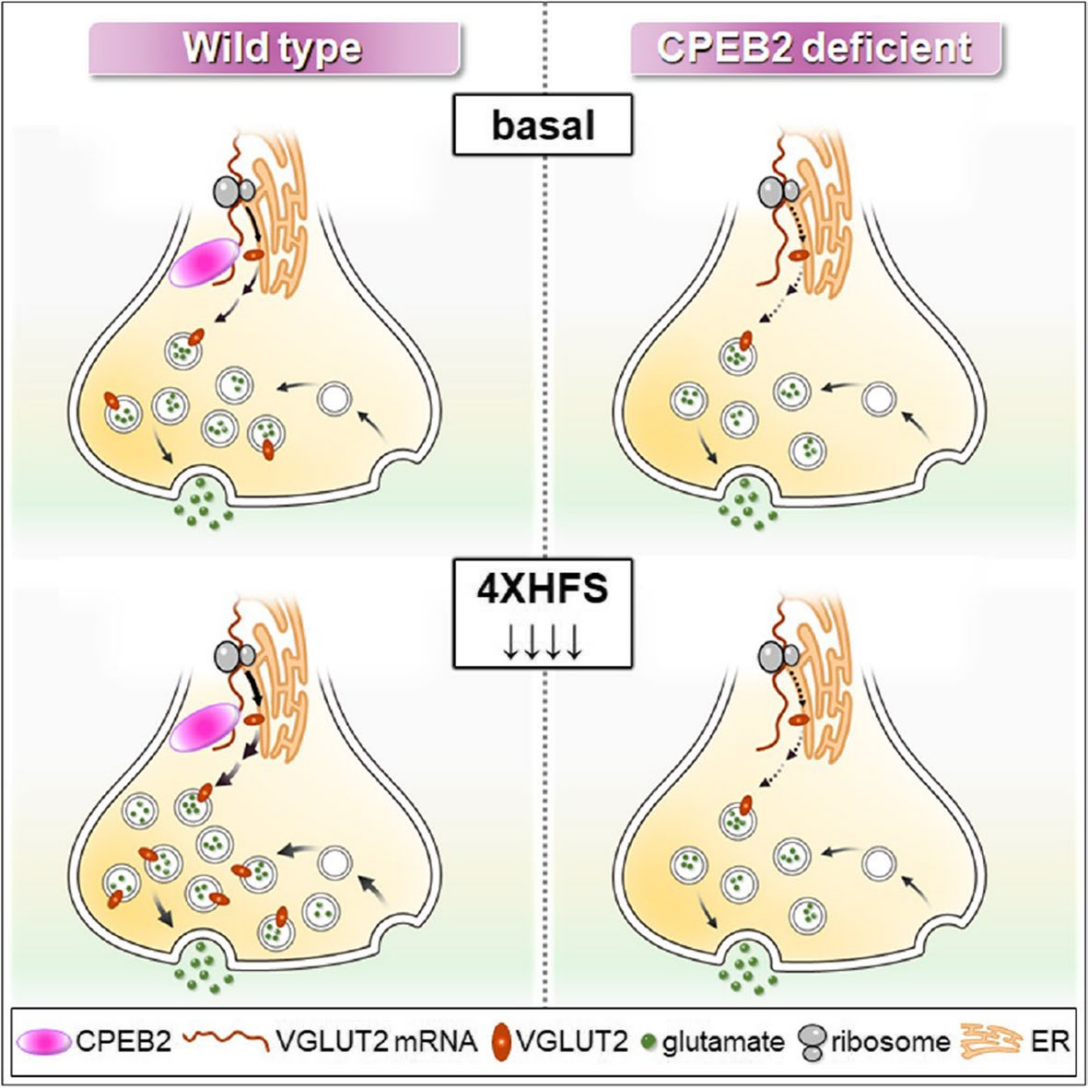
CPEB2-controlled axonal translation governs glutamatergic transmission and long-term presynaptic plasticity. CPEB2- and activity-dependent axonal translation of VGLUT2 mRNA replenishes synaptic vesicles and maintains presynaptic translation-dependent long-term potentiation in the TA-CA1 circuit

## Discussion

In this study, we revealed that CPEB2-controlled translation governs presynaptic plasticity and demonstrated that activity- and CPEB2-dependent axonal *Slc17a6* translation is critical to replenish VGLUT2 locally and support presynaptic glutamate transmission and translation-dependent LTP.

Unlike developing and regenerating axons, the axonal compartment of mature mammalian neurons is traditionally considered not to possess protein synthesis capacity [6]. However, because of its extensive architecture, activity-driven local synthesis of axonal proteins is intuitively appealing to support presynaptic plasticity in a timely and precise manner. By contrast to polysomes in dendritic spines, monosomes appear to dominate in the axonal compartment, and several omics studies with various approaches have demonstrated that the axonal translatome changes dynamically in response to activity input [10, 17–21]. The maintenance of several forms of memory-associated LTP requires de novo protein synthesis, including 4X HFS-evoked LTP in TA-CA1 and SC-CA1 pathways used in our study, but whether the newly produced proteins are contributed from presynaptic, postsynaptic or both compartments to support long-lasting synaptic strengthening is not entirely clear. Taking the example from our analysis, many learning-affected and axon-specifically translated mRNAs encode proteins in mitochondria to function in both pre- and post-synapses (Fig. 2C and Additional File 3), so identifying candidate mRNAs and determining which compartmental translation supports LTP is difficult. Moreover, most RBPs are widely expressed in the brain; region-specific ablation by crossing with different Cre transgenic mice or AAV delivery is needed to dissect this issue. For instance, the widely used *Camk2*-Cre mice [72] help in clarifying the postsynaptic contribution in the SC and TA circuits. In this study, we initially used AAV8-GFP as a control for AAV9-GFP-ires-Cre due to the strong neuronal tropism of both AAV serotypes after intracranial delivery [73]. However, several studies have indicated that AAV8 has higher glial tropism than AAV9 [73–76], so we conducted additional experiments (Additional File 1: Fig. S3C and Fig. S4D) to confirm that the defective LTP observed in Cre@EC mice (Fig. 5D) was not due to Cre toxicity or the differential tropisms of AAV8 and AAV9. Although no significant differences were observed between the use of AAV8-GFP and AAV9-GFP in our study, it is important to mention that using the same AAV serotype and titer is a standard practice in the field. Because presynaptic CPEB2 in VGLUT2-dominated TA circuit supported translation-dependent LTP (Fig. 5D), and 4X HFS- and CPEB2-driven axonal VGLUT2 synthesis increased the number of functional VGLUT2^+^ vesicles (Fig. 7B, C), so we expect that CPEB2-activated *Slc17a6* translation in transected TA axons is important to support long-lasting glutamate release to maintain LTP. Together with our previous finding in CPEB2-cKO^Camk2^ mice [35] and CPEB2-cKO^CA1^ (Fig. 5G), CPEB2 plays an important role in coordinating both pre- and post-synaptic translation for glutamatergic plasticity.

VGLUT2-KO mice die immediately after birth because of failure to generate respiratory rhythms [77, 78]. Similarly, most CPEB2-KO mice die postnatally because of elevated airway constriction induced by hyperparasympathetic signaling and impaired pulmonary development [40, 41]. We found no postnatal mortality in CPEB2-cKO^Vglut2^ mice, so the VGLUT2-glutamatergic circuit is unlikely defective in the respiratory system. By crossing with *Emx1*-Cre mice to ablate *Slc17a6* in excitatory neurons in the cortex and hippocampus, VGLUT2-cKO^Emx1^ mice showed impaired learning and memory in the Morris water maze and aberrant basal transmission, increased PPF and decreased LTP in the SC-CA1 circuit [70]. Despite many similarities in the SC-CA1 connection between VGLUT2-cKO^Emx1^ and CPEB2-KO^Nes^ mice, these electrophysiological defects are not merely caused by impaired VGLUT2 mRNA translation in CA3 neurons. Glutamatergic transmission in most excitatory synapses depends on VGLUT1 and VGLUT2, which display complementary expression in the adult brain (Fig. 3A and Additional File 1: Fig. S2A). However, in VGLUT2-cKO^Emx1^ mice, impaired SC circuit responses could be attributed to abnormal dendritic development and decreased VGLUT1 expression [70], which are not affected in CPEB2-deficient neurons [35] (Fig. 2E). Because SC afferents synapsing onto the stratum radiatum of CA1 neurons comprise mostly a population of excitatory terminals that express VGLUT1 (Fig. 3A), increased PPF and decreased LTP in VGLUT2-cKO^Emx1^ mice resulted from decreased VGLUT1 level; whereas in CPEB2-cKO^Nes^ mice, they are likely caused by impaired translation of CPEB2-binding transcripts other than *Slc17a6* in SC afferents as well as reduced postsynaptic AMPAR level [35]. Although CPEB2 is expressed more predominantly in neurons than glia [79], astroglial transcripts, *Glul, Slc1a2* and *Slc1a3*, encoding glutamine synthetase and glutamate transporters, were also identified in CPEB2-immunoprecipitated transcriptome. 

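In the RIP-microarray, Slc1a3 (NM_148938) had raw signals of 28729 and 26889 with CPEB2 IgG and 3302 and 2133 with control IgG. Its log2 fold change was 3.44 ± 0.34 (SD, n = 2 experiments, adjusted p = 0.00542 from limma, and 0.00324 without the block for the experiment). Slc1a2 (NM_001077514) had a log2 fold change of 1.30 ± 0.11 (SD, n = 2, adjusted p = 0.0138 from limma, and 0.0171 without the block) at its brightest of 3 probes, and -0.02 and 0.52 at the others. With the 3 probes averaged, its log2 fold change was 0.60 and no longer passed the limma threshold. Glul passed both thresholds after 75th percentile scaling, but the fold change threshold only narrowly, at a fold change of 1.51. Its raw signals with CPEB2 IgG, 81719 and 66851, lay far above the signal threshold.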

Since astrocytes play a key role in glutamatergic transmission by controlling the glutamate-glutamine cycle and glutamate uptake in the synaptic cleft, further studies are needed to understand whether the loss of CPEB2 in astrocytes contributes to aberrant SC-CA1 transmission in CPEB2-cKO^Nes^ hippocampus [80]. To our knowledge, the TA-CA1 circuit has not been examined under the VGLUT2-deficient condition. VGLUT1 and VGLUT2 have the same function to control vesicular transport and synaptic release of glutamate [44, 64], so depletion of VGLUT2 in the TA-CA1 circuit is expected to cause similar electrophysiological defects. However, in this study, we identified that the synthesis of VGLUT2 but not VGLUT1 depends on CPEB2 (Fig. 2E). Moreover, VGLUT2 has a shorter half-life than VGLUT1 in cultured cortical neurons (Additional File 1: Fig. S8), implying that local translation may be more important for VGLUT2 than VGLUT1 to control glutamatergic plasticity.

CPEB1 can facilitate dendritic mRNA transport and activate NMDAR-dependent postsynaptic mRNA translation [28, 81], but the role of CPEBs in axonal mRNA transport and translation remains largely unexplored. Distinct from dendritic RNA granules, axonal mRNA is often co-transported with membrane-bound organelles, such as late endosomes and mitochondria, for the long-range delivery of mRNA molecules to distal axons [4]. Moreover, such a transport complex is an important regulon to link local translation and axonal function. For example, recent studies showed that *Pink1* mRNA, which encodes PTEN-induced putative kinase 1 (PINK1) for mitophagy of damaged mitochondria, is co-transported on mitochondria to axons, and its local translation is important to supply PINK1 for axonal mitophagy [82, 83]. Although axonal distribution of *Slc17a6* transcript was not affected in CPEB2-deficient TA afferents (Fig. 6C), further investigation is needed to determine whether CPEB2 may dispatch other identified mRNA candidates (Fig. 2C and Additional File 4) or co-transport with other membrane-bound organelles to axons. Interestingly, several mRNAs encoding transcriptional regulators, such as NF-*k*B and CREB-regulated transcription coactivator 1 (CRTC1), were identified in the learning-induced axonal translatome (Additional File 3). Since de novo transcription is also required to support long-lasting LTP and memory, activity-dependent nuclear transport of postsynaptically localized transcriptional regulators is a means of linking synaptic stimulation to transcriptional changes [84–87]. Nevertheless, whether such an activity-coupled nuclear transport mechanism exists in the presynaptic compartment of mature mammalian neurons and whether activity-regulated local translation contributes to the level of presynaptically resident transcriptional regulators to affect learning and memory remain to be explored.

Our reanalysis of learning-associated translatome (GSE124592) revealed 2,438 axon-specifically translated mRNAs, whereas Ostroff et al. found 454 transcripts. The duplicate TRAP experiments were conducted by using 2 different GFP antibodies to immunoprecipitate transcripts from eYFP-L10a (TRAP)- or YFP (control)-expressing cortical and amygdala tissues [20]. Because different antibodies can lead to different immunoprecipitation backgrounds, we chose to analyze the data separately rather than together as in the previous study [20]. *Slc17a6* was not identified previously because *Slc17a6* signals in the two TRAP experiments varied widely to cause a non-significant *P* value [20]. Nevertheless, activity-induced axonal translation of *Slc17a6* was experimentally demonstrated in this study, so the learning-associated axonal translatome appears to be more expanded and covers genes directly involved in presynaptic transmission. Besides CPEB2, FMR1 was recently shown to affect protein synthesis in hippocampal mossy fibers (MFs) and FMR1 deficiency impaired protein synthesis-dependent LTP in the MF-CA3 pathway [88], but which mRNAs are translationally regulated by FMR1 in MF afferents has not been identified. We therefore speculate that many other RBPs known to play a role in synaptic plasticity and memory may also be involved in presynaptic translation to build up the synaptic proteome for memory consolidation.

## Conclusions

This study identified a local translation mechanism contributing to the regulation of presynaptic plasticity. CPEB2-controlled translation governs presynaptic glutamatergic transmission and LTP in transected SC and TA afferents. CPEB2 binds to 272 mRNAs whose axonal translation changes after learning. Moreover, activity- and CPEB2-dependent axonal translation of VGLUT2 mRNA replenishes synaptic vesicles and sustains presynaptic translation-dependent LTP. These findings provide evidence linking local translational control in the regulation of glutamatergic transmission and presynaptic plasticity.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

## Data Availability

Microarray data can be viewed by the GEO accession GSE208738: please access https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208738 . Analyzed gene expression profiles from GSE208738, learning-associated translatome (GSE124592) and in combination are listed in Additional files 2, 3 and 4. All materials are available from the corresponding author upon reasonable request.

## Abbreviations

3′-UTR: 3′-Untreanslated region
4X HFS: 4 Trains of high-frequency stimulation
AAV: Adeno-associated virus
AMPAR: Alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid-type glutamate receptor
APV: (2R)-amino-5-phosphonovaleric acid
BCA: Bicinchoninic acid
BSA: Bovine serum albumin
CA1: Cornu ammonis 1
CA3: Cornu ammonis 3
CaMK2α: Calcium/calmodulin-dependent protein kinase 2 subunit alpha
CHX: Cycloheximide
cKO: Conditional knockout
CNQX: Cyanquixaline
CPEB2: Cytoplasmic polyadenylation element binding protein 2
CRTC1: CREB regulated transcription coactivator 1
cWT: Conditional wild type
DEPC: Diethyl pyrocarbonate
DIV: Days in vitro
DTT: Dithiothreitol
EDTA: Ethylenediamine tetraacetic acid
EGTA: Ethylene glycol-bis(β-aminoethyl ether)-N,N,N′,N′-tetraacetic acid
EPM: Elevated plus maze
FISH: Fluorescence in situ hybridization
FMR1: Fragile X messenger ribonucleoprotein 1
fEPSP: Field excitatory postsynaptic potential
FV: Fiber volley
GFP: Green fluorescent protein
GO: Gene ontology
GRASP1: GRIP-associated protein 1
HEK293T: Human embryonic kidney 293 T
IRES: Internal ribosome entry site
KO: Knockout
LTP: Long-term potentiation
MF: Mossy fiber
MWM: Morris water maze
N2a: Neuro-2a
NMDA: N-methyl-D-aspartate
PBS: Phosphate buffered saline
PINK1: PTEN-induced putative kinase 1
PPF: Paired-pulse facilitation
RBP: RNA-binding protein
RIP: RNA immunoprecipitation
SC: Schaffer collateral
SLM: Stratum lacunosum moleculare
SM: Stratum moleculare
SO: Stratum oriens
SR: Stratum radiatum
SYT1: Synaptotagmin 1
TA: Temporoammonic
TRAP: Translating ribosome affinity purification
vg: Viral genome
VGLUT: Vesicular glutamate transporter
WT: Wild type

# Supplementary material for: CPEB2-activated axonal translation of VGLUT2 mRNA promotes glutamatergic transmission and presynaptic plasticity
**Source:** J Biomed Sci. 2024 Jul 11;31:69. doi: 10.1186/s12929-024-01061-2
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**CPEB2-activated axonal translation of VGLUT2 mRNA promotes  
glutamatergic transmission and presynaptic plasticity**

Wen-Hsin Lu, Tzu-Tung Chang, Yao-Ming Chang, Yi-Hsiang Liu, Chia-  
Hsuan Lin, Ching-Shu Suen, Ming-Jing Hwang and Yi-Shuian Huang\*

**Additional File 1**  
**Supplemental Method**  
**Table S1**  
**Figures S1-S8**

## Supplemental Method

### Behavioral Assays

All assays were conducted during 13:30-17:30 light phase by observers who did not know the genotype of the mice until the tests had been completed. Behavioral tasks were performed with 2- to 4-month-old male littermates following the previous protocols with modifications (1-3).

**Open field:** Each mouse was released into a corner of the arena and allowed to explore for 10 min. The recorded moving trace of each mouse was analyzed by using the TopScan system (CleverSys).

**Elevated plus maze:** The elevated plus maze (EPM) consisted of two open arms with 1 cm ledges and two enclosed arms with 15 cm walls. The maze was elevated to a height of 50 cm above the floor during the task. The mouse behaviors were recorded in a 5 min testing period and analyzed by using the TopScan system (CleverSys).

**Morris water maze:** mice were trained for the hidden platform version during acquisition, which consisted of 4 trials daily for 4 consecutive days. Mice were released to the MWM from all other 3 quadrants except the target quadrant and were allowed to stand on the platform for 15 sec before being transferred back to cages. The probe trial was performed on the 5<sup>th</sup> day in the water maze without a platform. For the visible MWM task, the escape platform marked by a flag was placed to measure the swimming ability and visual acuity of the mice. The maximal swimming duration for all trials was 1 min with a 15-min inter-trial interval. The trajectories of the mice were recorded and analyzed by using TrackMot (Singa Technology Corp., Taiwan).

1. Chao HW, Tsai LY, Lu YL, Lin PY, Huang WH, Chou HJ, et al. Deletion of CPEB3 enhances hippocampus-dependent memory via increasing expressions of PSD95 and NMDA receptors. *J Neurosci*. 2013;33(43):17008-22.
2. Lu WH, Yeh NH, Huang YS. CPEB2 Activates GRASP1 mRNA Translation and Promotes AMPA Receptor Surface Expression, Long-Term Potentiation, and Memory. *Cell Rep*. 2017;21(7):1783-94.
3. Tsai LY, Chang YW, Lin PY, Chou HJ, Liu TJ, Lee PT, et al. CPEB4 knockout mice exhibit normal hippocampus-related synaptic plasticity and memory. *PLoS One*. 2013;8(12):e84978.

**Table S1 Antibodies and dyes used in the study.**

The catalogue number and dilution information of antibodies and dyes.

| Antigen                          | Host species | Company                  | Cat. No.    | Clone      | Dilution                              |
|----------------------------------|--------------|--------------------------|-------------|------------|---------------------------------------|
| CaMK2 $\alpha$                   | mouse        | Merck                    | 05-532      | 6G9        | WB 1:500                              |
| CaMK2 $\alpha$ -pThr286          | mouse        | Merck                    | 05-533      | 22B1       | WB 1:500                              |
| CPEB2                            | mouse        | homemade                 | 2aB4        | monoclonal | WB/ICC 1:500<br>IHC 1:100<br>DAB 1:50 |
| CPEB2                            | rabbit       | homemade                 | 7182W       | polyclonal | ICC 1:20                              |
| GAPDH                            | mouse        | Merck                    | MAB374      | 6C5        | WB 1:1000                             |
| CaMK2 $\alpha$                   | rabbit       | Cell Signaling           | 4436        | polyclonal | IHC 1:200                             |
| LRP130                           | rabbit       | Santa Cruz Biotechnology | sc-66845    | polyclonal | WB 1:1000                             |
| MAP2                             | chicken      | Novus Biologicals        | NB300-213   | polyclonal | IHC 1:500                             |
| mouse IgG                        | —            | Merck                    | I5381       | —          | RIP                                   |
| PSD95                            | mouse        | Merck                    | MABN68      | K28/43     | WB 1:1000                             |
| synaptotagmin 1                  | rabbit       | Synaptic Systems         | 105 008     | Rb41.1     | WB 1:500                              |
| Tau-1                            | mouse        | Merck                    | MAB3420     | PC1C6      | ICC 1:200                             |
| $\beta$ III-tubulin              | rabbit       | ABclonal                 | A17074      | polyclonal | ICC 1:500                             |
| VGLUT1                           | guinea pig   | Merck                    | AB5905      | polyclonal | WB 1:1000<br>IHC 1:500                |
| VGLUT2                           | guinea pig   | Merck                    | AB2251-I    | polyclonal | WB/ICC 1:1000<br>IHC 1:500            |
| guinea pig IgG, HRP              | goat         | Merck                    | AP108P      | polyclonal | WB 1:10000                            |
| mouse IgG, HRP                   | goat         | PerkinElmer              | NEF822001EA | —          | WB 1:10000                            |
| Rabbit IgG, HRP                  | goat         | Jackson ImmunoResearch   | 111-035-003 | polyclonal | WB 1:10000                            |
| Chicken IgY, Alexa Fluor™ 647    | goat         | Thermo Fisher Scientific | A-21449     | polyclonal | IHC 1:1000                            |
| guinea pig IgG, Alexa Fluor™ 488 | goat         | Thermo Fisher Scientific | A-11073     | polyclonal | ICC 1:2000<br>IHC 1:1000              |
| mouse IgG, Alexa Fluor™ 594      | donkey       | Thermo Fisher Scientific | A-21203     | polyclonal | IHC 1:200                             |
| mouse IgG, Alexa Fluor™ 647      | donkey       | Thermo Fisher Scientific | A-31571     | polyclonal | ICC 1:1000                            |
| rabbit IgG, Alexa Fluor™ 405     | goat         | Thermo Fisher Scientific | A-31556     | polyclonal | ICC 1:1000                            |
| rabbit IgG, Alexa Fluor™ 488     | donkey       | Thermo Fisher Scientific | A-21206     | polyclonal | ICC 1:50                              |
| Hoechst 33342                    | —            | Thermo Fisher Scientific | H3570       | —          | ICC/IHC 1:10000                       |
| FM™ 4-64FX                       | —            | Thermo Fisher Scientific | F34653      | —          | 10 $\mu$ M                            |

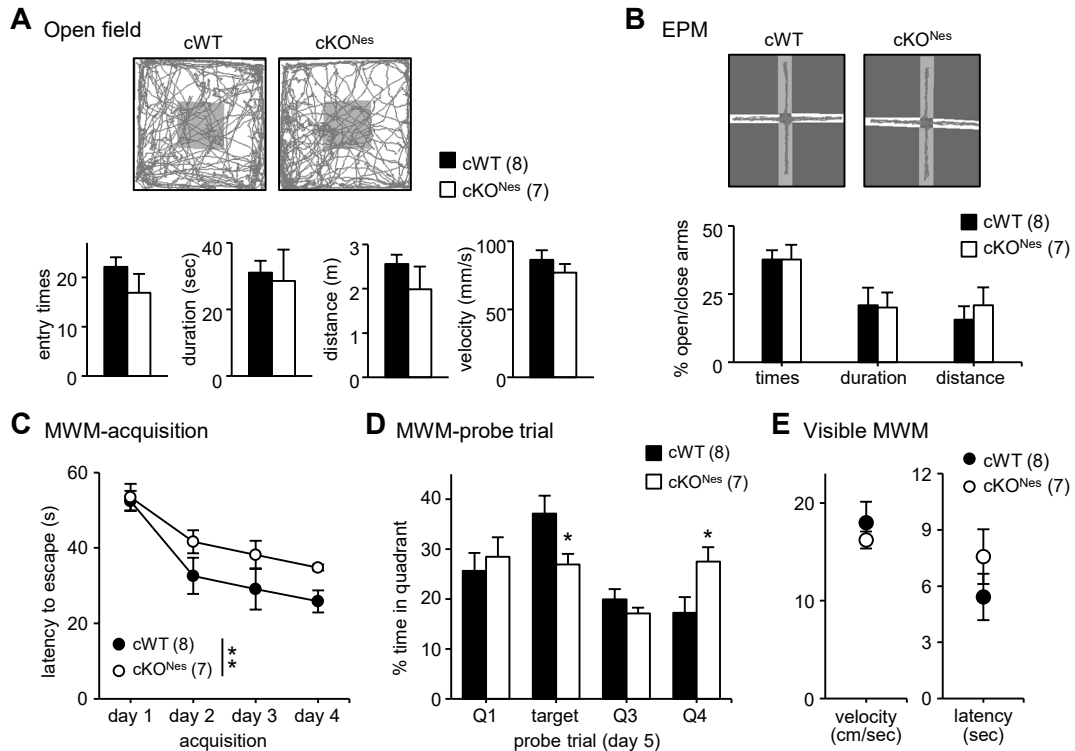

**Fig. S1 Impaired spatial learning and memory in CPEB2-cKO<sup>Nes</sup> mice.**

Adult male mice at 2 to 4 months old were used for behavior assays. **A** Open-field. Representative moving traces in the open arena during the first 10 min and the quantified entry times, duration, moving distance and velocity. **B** Elevated plus maze (EPM). Representative 5-min moving traces in the EPM and the quantified entry times, duration and moving distance in the open versus closed arms. **C** Morris water maze (MWM). Mice were trained with 4 trials per day for 4 consecutive days, and the escape latency to the platform was averaged from 4 trials. **D** The MWM probe test on day 5 recorded the percentage of time (total 60 sec) spent in each quadrant. **E** In the visual MWM task, the velocity and latency reflected the swimming ability and visual acuity, respectively. Data are mean ± SEM. \* $P < 0.05$  and \*\* $P < 0.01$ , Student's  $t$  test and two-way ANOVA with Fisher's LSD *post-hoc* test. The number of mice for behavioral assays is in parentheses.

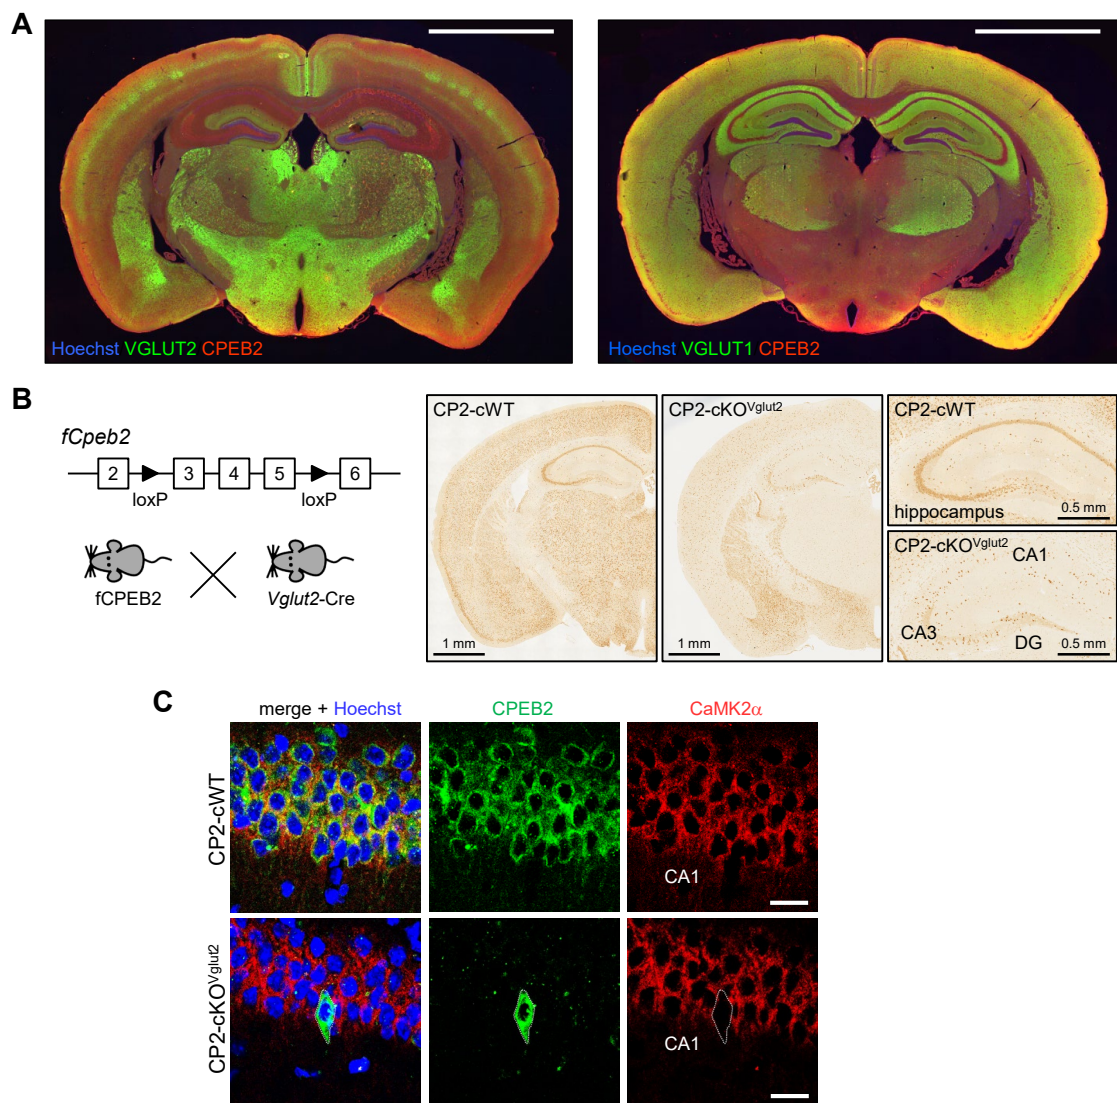

**Fig. S2 The expression pattern of VGLUT2, VGLUT1 and CPEB2 in the adult mouse Brain.**

**A** Coronal brain slices from adult mice were immunostained by using CPEB2 antibody and VGLUT2 or VGLUT1 antibody. Scales, 2 mm. **B** Mice carrying the *Cpeb2* allele with two loxP sites flanking exons 3-5 (fCPEB2) were crossed with *Vglut2-Cre* mice to generate CPEB2-cWT and -cKO<sup>Vglut2</sup> mice. Coronal brain slices prepared from adult CPEB2-cWT and -cKO<sup>Vglut2</sup> mice were used for immunohistochemistry of CPEB2 or **C** immunofluorescence staining of CPEB2 and CaMK2 $\alpha$ . Scales, 20  $\mu$ m

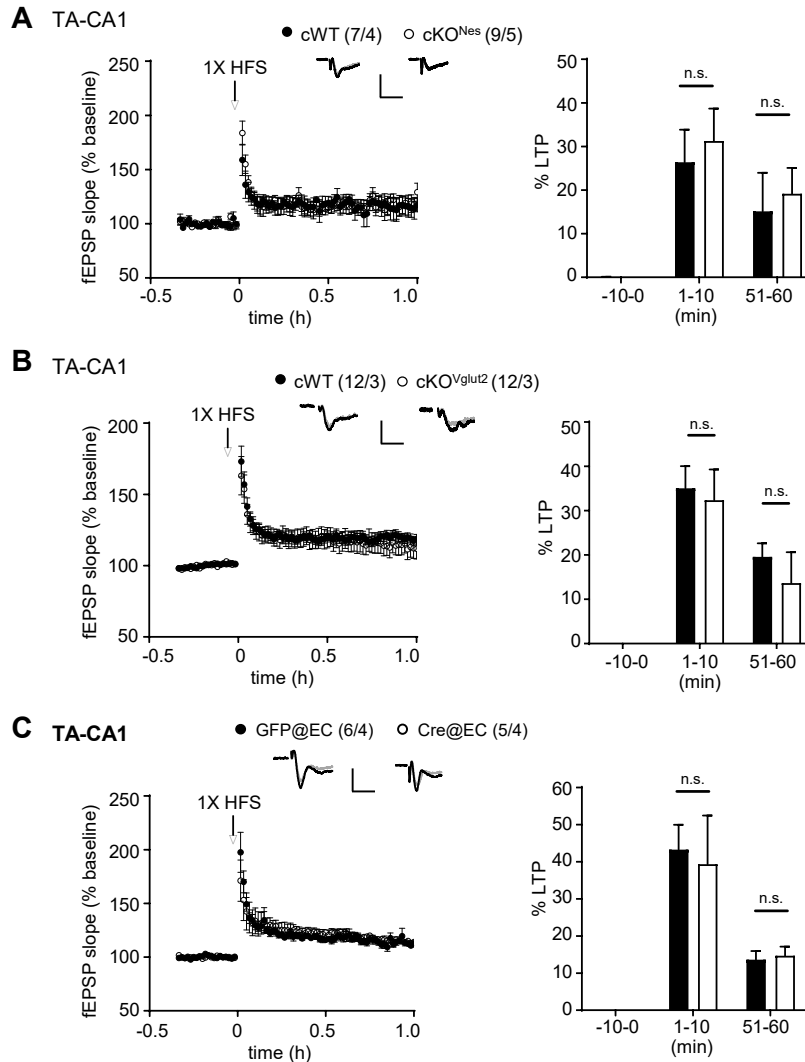

**Fig. S3 Normal 1X HFS-stimulated LTP in CPEB2-deficient TA-CA1 pathway.**

**A** CPEB2-cKO<sup>Nes</sup> and **B** CPEB2-cKO<sup>Vglut2</sup> male mice (3 to 5 months old) were used for LTP recording induced by 1X HFS in the TA-CA1 circuit. **C** The same recording was performed in CPEB2-cWT male mice (4 to 5 months old) injected with AAV8-GFP ( $4.2 \times 10^9$  vg) or AAV9-Cre ( $1.62 \times 10^{10}$  vg) at the lateral entorhinal cortex (@EC). Pre-synaptic deletion of CPEB2 had no effect on 1X HFS-evoked LTP in the TA-CA1 circuit. Numbers in parentheses (n/N) represent the number of recorded slices (n) and mice (N). Sample traces with vertical scales of 0.5 mV and horizontal scales of 10 ms presented in the same manner as described in Fig. 1. Data are mean  $\pm$  SEM.

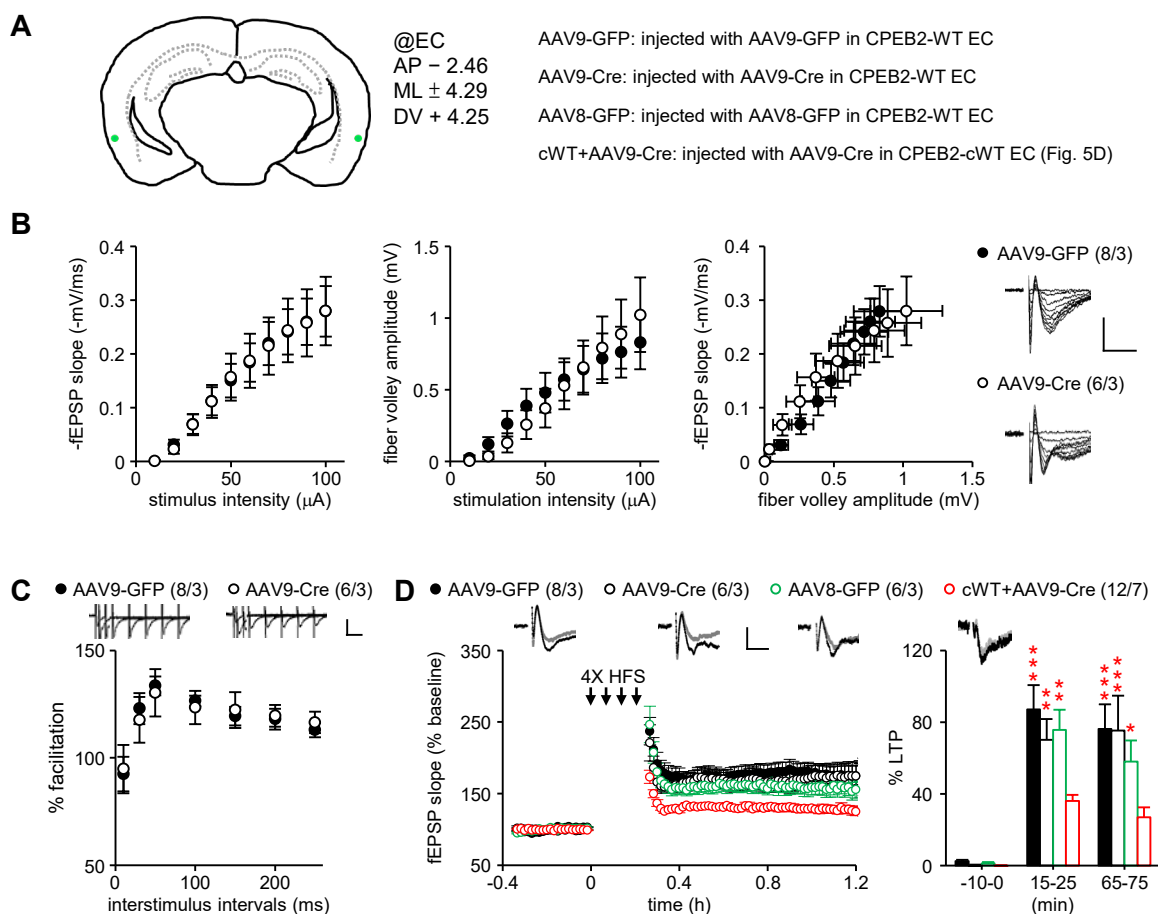

**Fig. S4 No evident Cre-mediated effect on electrophysiological properties in the TA-CA1 pathway.**

AAV9-GFP ( $1.62 \times 10^{10}$  vg), AAV9-Cre ( $1.62 \times 10^{10}$  vg) or AAV8-GFP ( $4.2 \times 10^9$  vg) were intracranially injected to the lateral entorhinal cortex (@EC, marked in green dots) of 5-month-old wild-type (WT) male mice. Approximately 3 weeks after intracranial delivery of AAV, hippocampal slices were used for field recording. **B** The input-output responses and **C** paired-pulse facilitation in the TA-CA1 pathway. **D** The 4X HFS-evoked LTP in WT mice injected with denoted viruses was compared to that in CPEB2-cWT mice injected with AAV9-Cre (data from Fig. 5D). Numbers in parentheses (n/N) represent the number of recorded slices (n) and mice (N). Sample traces were presented in the same manner as described in Fig 1. Data are mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ , compared to the cWT+AAV9-Cre group, two-way ANOVA with Fisher's LSD *post hoc* test.

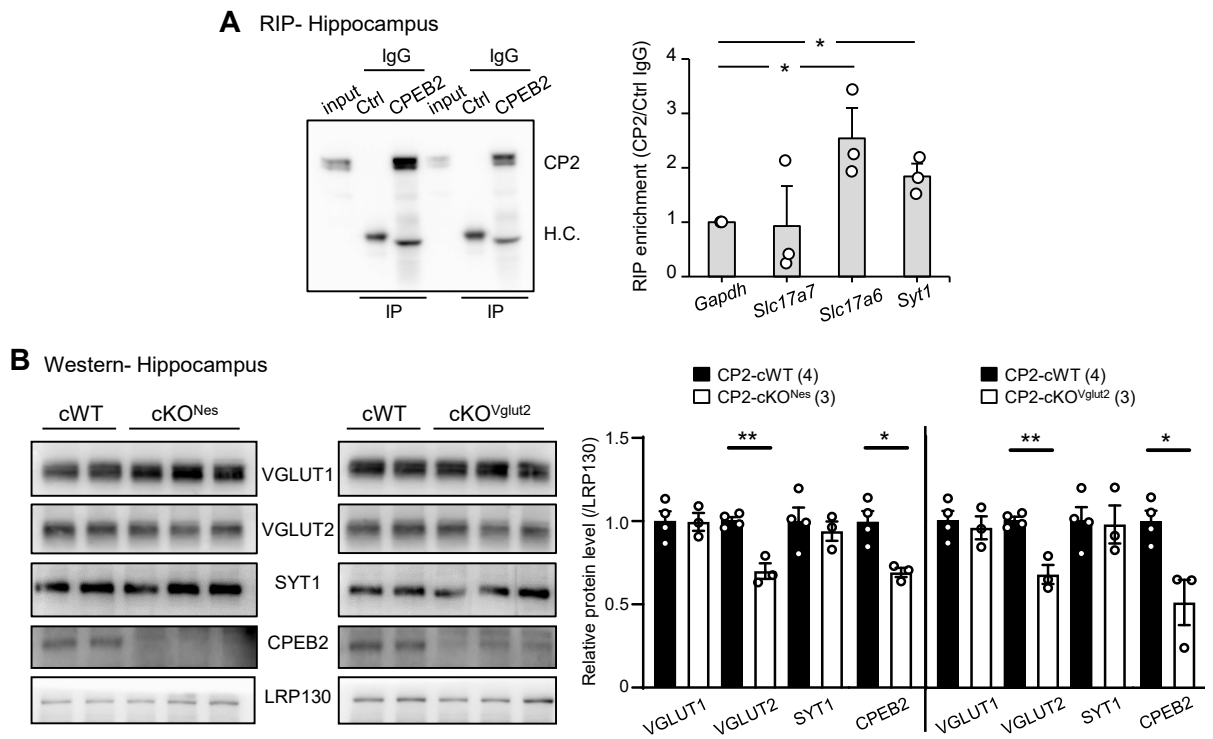

**Fig. S5 CPEB2 bound to *Slc17a6* transcript and promoted VGLUT2 expression in the hippocampus.**

**A** Adult mouse hippocampi were used for RNA immunoprecipitation (RIP) with CPEB2 or control (Ctrl) IgG. The precipitated substances were processed for western blot analysis or RNA isolation for RT-qPCR for level of *Slc17a7*, *Slc17a6* and *Syt1* mRNA with the non-target control, *Gapdh* mRNA, as the reference. Data are mean  $\pm$  SEM from 3 independent experiments. **B** Adult hippocampi from CPEB2-cKO<sup>Nes</sup> and CPEB2-cKO<sup>Vglut2</sup> mice and their cWT littermates were used for immunoblotting. The protein levels were normalized to that of LRP130. The number of mice is in parentheses. Data are mean  $\pm$  SEM. \* $P$  < 0.05 and \*\* $P$  < 0.01, Student's  $t$  test.

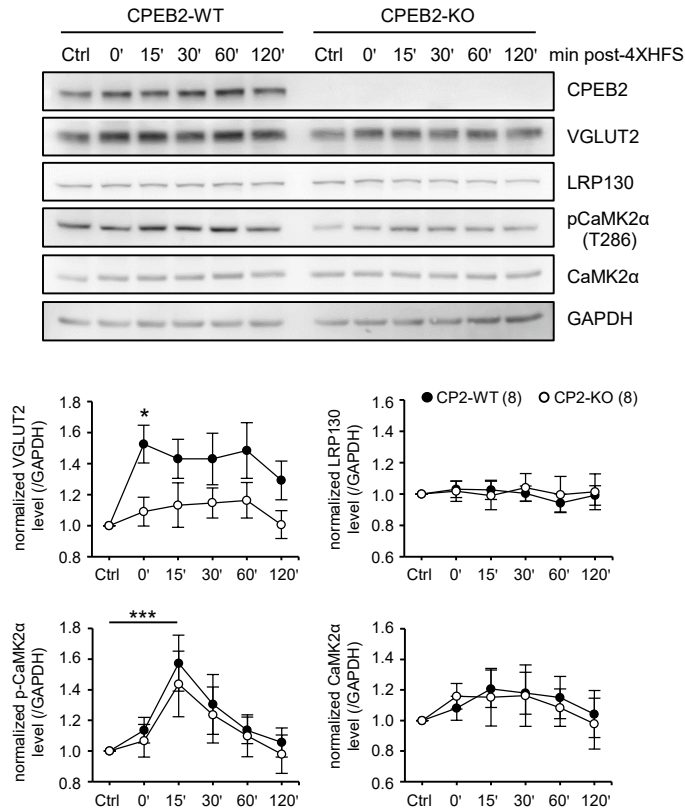

**Fig. S6 4X HFS increased VGLUT2 expression in CPEB2-WT but not CPEB2-KO neurons.**

DIV20-25 neurons were challenged without (Ctrl) or with 4X HFS, then harvested at the indicated times for immunoblotting. The levels of VGLUT2, LRP130, p-CaMK2α and CaMK2α were normalized to that of GAPDH. Data are mean  $\pm$  SEM from 8 experiments from 6 independent cultures. \* $P < 0.05$  and \*\*\* $P < 0.001$ , two-way ANOVA with Fisher's LSD *post hoc* test.

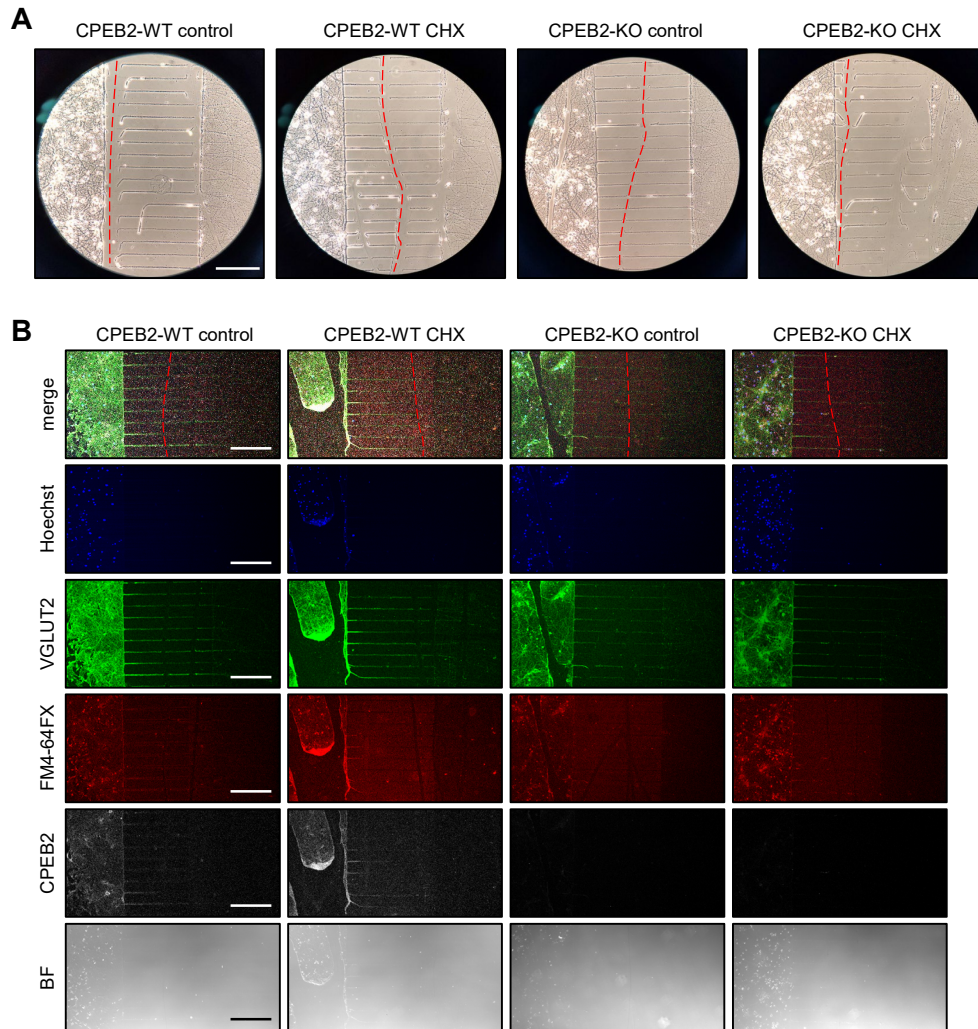

**Fig. S7 Axotomy applied to neurons grown in microfluidic chambers.**

A DIV18-19 CPEB2-WT and -KO neurons cultured on microfluidic chambers after axotomy (marked by red dashed lines) were stimulated with 4X HFS and incubated for 2 h  $\pm$  CHX. **B** After 2 h incubation, axotomized neurons in Tyrode's buffer containing 10  $\mu$ M FM4-64FX, 50  $\mu$ M APV and 10  $\mu$ M CNQX were stimulated with 10 Hz for 90 sec, then incubated for 20 min followed by 10 min in 1 mM ADVASEP-7, 50  $\mu$ M APV and 10  $\mu$ M CNQX before fixation and immunostaining of CPEB2 and VGLUT2. Representative images showed somas on the left side and axonal projections on the right side. Scale, 0.2 mm.

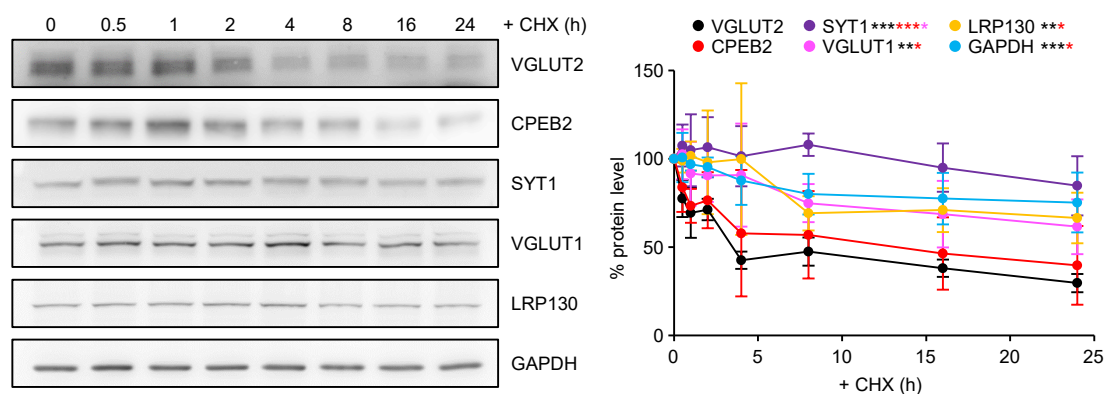

**Fig. S8 VGLUT2 was less stable than VGLUT1 and SYT1 in cultured neurons.**

DIV20 rat cortical neurons were treated with 20  $\mu$ g/ml cycloheximide (CHX) to block new protein synthesis for the indicated times and then harvested for immunoblotting of denoted proteins. The amount of individual protein was expressed as a relative percentage to the time zero which was arbitrarily set to 100. Data are mean  $\pm$  SEM from 3 independent cultures. \* $P$  < 0.05, \*\* $P$  < 0.01 and \*\*\* $P$  < 0.001, two-way ANOVA.

# Supplementary material for: CPEB2-activated axonal translation of VGLUT2 mRNA promotes glutamatergic transmission and presynaptic plasticity
**Source:** J Biomed Sci. 2024 Jul 11;31:69. doi: 10.1186/s12929-024-01061-2
**Supplement:** Supplementary file 5 — Supplementary Material 5.

Statistical Table

How the deposited data were processed for this re-analysis (not part of the article)

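The data processed here are RIP-microarray measurements of RNA recovered from cortical and hippocampal lysate with CPEB2 IgG or control IgG, with 2 arrays for each antibody. The paper's methods state that the lysate was divided between the antibodies, and Additional File 2 sets each CPEB2 IgG array against the control IgG array of the same number, which is where the pairing comes from. One of the text fields of the CPEB2 IgG samples names CPEB3 IgG, whereas their titles, the protocol and the paper name CPEB2, and the samples were mapped to CPEB2 IgG. The raw signals listed in the readable part of Additional File 2 were compared with the arrays, and 1954 of 1998 rows matched. This shows which array is which column of the authors' table and cannot show which antibody was used. The other rows were not traced.

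The authors deposited one scanner file per array, made with Agilent Feature Extraction 10.5.1.1, and its values are spot intensities after the software's own background correction, with no normalization between arrays. The paper's text names no normalization for the RIP-microarray. Probe coordinates are those of the array annotation on mm9. Gene symbols are those of the array annotation.

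From these intensities, control spots and spots marked as non-uniform or as population outliers were left out, and 66 probes with no value on at least 1 array were dropped. Each array was scaled to the 75th percentile of its 55615 remaining probes on the log2 scale. Genes were those whose probe annotation gives a name other than the probe's or the transcript's own identifier. limma 3.58.1 in R 4.3.3 was fitted with the experiment as a block, with Benjamini-Hochberg adjustment and a threshold of 0.05, on the brightest probe of each gene among probes detected on at least 2 of the 4 arrays. The paper's thresholds were applied without a test. Gene lists were tested with limma's camera and set against 10000 random lists matched on mean signal. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used for the rest. The rule for the genes named in the text was fixed before the data were examined. It takes the genes the paper names for this experiment, Gapdh, Cpeb2 and Gripap1, and the 5 genes with the largest change in each direction among those past the limma threshold and changed the same way in both experiments. Cpeb1, Cpeb3 and Cpeb4 fall outside it and were chosen after their values were seen.

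The limma fit was tested on simulated data with 19698 genes. With 8000 genes changed, 3923 of the 4000 that changed 4-fold and 2515 of the 4000 that changed 2-fold were called, with 3.85% false calls. With 200 genes changed by the same folds, none was called, although the fold changes were estimated without bias. With noise drawn from the residuals of single genes in place of limma's variance prior, none of the 200 was called either, and 3116 of the 4000 when 8000 changed. The variance prior and the 8000 changed genes were added after the first run, with single-gene residuals and 200 changed genes, called none. Calls on 4 arrays, whose fit leaves 1 residual degree of freedom, thus depended on how many genes changed. The number of arrays limits the precision of each value.

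The alternatives set before the data were examined were quantile normalization, median centring, no scaling, normexp background correction with an offset of 50, another set of probes behind the percentile, marked spots kept, either experiment left out, no block, an intensity trend, other filters on dim probes, other thresholds and other ways to combine probes. Scaling to spike-in probes and centring within bins of probe GC content were added after seeing the data. The presence of CPEs across all genes was not tested against the arrays, because no genome sequence was used here, and CPE numbers were taken from Additional File 4 for the listed axonal genes only. Gene lists and directions of the axonal translatome were read from Additional Files 3 and 4, and its measurements, the immunoblots and the RT-qPCR are not analysed here.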

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

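The explanations below were tested after the values were seen, and these genes and probes were chosen after their values were seen.

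The mRNAs of the other CPEB family members, which the paper's text does not discuss as CPEB2-bound, were higher with CPEB2 IgG than with control IgG. The log2 fold change was 1.70 for Cpeb1 (1.39 and 2.01 in the 2 experiments), 3.50 for Cpeb3 (3.42 and 3.59) and 2.29 for Cpeb4 (2.25 and 2.32), each from a single probe. The readable part of Additional File 2 lists Cpeb3 at 3.53 and Cpeb4 at 2.25. After centring within GC bins the smallest of the 3 values was 1.43, for Cpeb1, so probe GC content did not fully account for it. Cpeb3 and Cpeb4, at 3.54 and 2.40, were not lowered by the centring. The smallest value over 5 other scalings was 1.60, for Cpeb1. Of these 5, only quantile normalization does not move all genes alike. The others of the 5 moved every gene by at most 0.23, so they could not have removed the pattern. Normexp background correction, which was not among the 5, does not move all genes alike either. Cpeb1, the smallest of the 3, was 1.61 after quantile normalization and 1.69 after normexp background correction, so neither accounted for the pattern. Whether the probes also bind Cpeb2 mRNA was not tested. The single Cpeb2 probe had a log2 fold change of 2.89, with raw signals of 2410 and 1877 with CPEB2 IgG. The raw signals with CPEB2 IgG were 4188 and 6111 for Cpeb1, 10846 and 9425 for Cpeb3, and 1613 and 1596 for Cpeb4. Brightness also depends on the probe, so these values do not settle the question. A candidate explanation is that CPEB2 binds mRNAs of its own family, which remains a hypothesis. It assumes that the antibody was CPEB2 IgG, as the titles, the protocol and the paper state. A text field of the CPEB2 IgG samples names CPEB3 IgG, and the identity of the antibody was not tested.

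Among probes without a gene symbol, which lie outside the genes the paper discusses, 483 passed both thresholds. After centring within GC bins 456 did, of which 412 were among the 483, so probe GC content alone did not account for most of them. No biological explanation was tested.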

How the results depend on the processing

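The count of genes past both thresholds, 3358, stayed within 1.5 times that value under each alternative run, from 2542 with a raw signal above 2000 to 4110 with a raw signal above 500. It was 3585 and 3001 when either experiment was left out. The same held for the listed axonal genes, from 205 to 268 genes, and from 252 to 265 when either experiment was left out. Of the 7 glutamatergic candidates, 3 passed with a raw signal above 2000, against 6, since Slc17a6, Ext1 and Grin3a had raw signals between 1000 and 2000 on both CPEB2 IgG arrays.

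With no filter on dim probes, limma called 2265 genes higher and 1837 lower, against 4174 and 4020. With probes that had a raw signal above 1000 on at least 1 array, 3313 were higher and 2642 lower, among 8085 genes. The cause was not tested. Median centring raised the share of higher genes among the calls from 50.9% to 61.2%, and moved the median log2 fold change of all genes by 0.23. The balance turned, with fewer higher than lower, under no scaling (47.3%), the other set of probes (45.6%), GC centring (45.2%, with 3551 higher and 4305 lower) and the mean of the probes (47.9%). Spike-in scaling cut the calls to 3206 higher and 2719 lower. Quantile normalization moved that median by 0.13 and the other set of probes behind the percentile by -0.11. Without the replicate block, 4260 genes were higher and 3999 lower, and the correlation that checks the pairing was 0.200.

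Ribosomal protein genes had a median log2 fold change of -0.72 and passed the camera threshold, but not after quantile normalization, where it was -0.44. Relative to all genes the medians were -0.61 and -0.45. Leaving out either experiment gave -0.60 and -0.78, and for the astrocyte markers, at -0.35, gave -0.08 and -0.63. Without the replicate block, limma's camera gave an adjusted p = 0.0122 for the ribosomal protein genes, against 0.0191 with it, over the 7 lists tested. The sign reversed for Glul with centring within GC bins (-0.036), for Slc17a7 with median centring (0.19), and for the oligodendrocyte markers with quantile normalization (-0.016), the other set of probes (-0.044), GC centring (-0.036) and the mean of the probes (-0.26). Median centring moved every gene up by 0.23 and the other set of probes moved every gene down by 0.11, which gives the reversals under those 2 settings. GC centring moved the probes of each GC bin alike, at 35% GC for example Glul from 0.59 to -0.036 and Slc1a3 from 3.44 to 2.81. That shift gives the reversal of Glul. For the other reversals the cause was not tested. With experiment 2 left out, Slc17a7 (0.045) and the oligodendrocyte markers (-0.10) also changed sign. Glul passed the limma threshold after quantile normalization (0.87), after normexp background correction (0.57) and with the intensity trend (0.59). Averaging the probes took Homer1 (0.47) and Slc1a2 (0.60) below the limma threshold. Slc17a6 stayed between 1.78 and 2.19 on the log2 scale, past the threshold under each alternative that was tested with limma.

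Leaving out one of 2 experiments cannot move a mean by more than the spread between them, so it shows no stability for single genes. The tests of CPE presence across all genes that were listed beforehand were not run, because no genome sequence was used here. Leaving out an experiment was not run for the limma counts, since it leaves 1 array per antibody.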

Differences from the paper's values

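For Syt1 the paper's log2 fold change is 0.73 in Additional File 4, against 0.41 here. Quantile normalization (0.72) and median centring (0.63) gave values within the spread between experiments of the paper's, and the other alternatives set before the data were examined did not. Under 75th percentile scaling Syt1 was below the paper's 1.5-fold threshold, which the paper lists it as passing. It passed after quantile normalization and median centring.

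For Glul the paper's value is 0.89, against 0.59 here. Quantile normalization (0.87) and median centring (0.82) closed the difference, and the other alternatives set before the data were examined did not.

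For Ext1 the paper's value is 1.64, against 1.69 here, a difference larger than the SD of 0.02 between the experiments but smaller than limma's standard error of 0.23. An SD from 2 values is itself imprecise, so little separates the settings that follow. Quantile normalization (1.63), no scaling (1.64) and the other set of probes behind the percentile (1.59) gave values within the spread between experiments of the paper's, and the other alternatives set before the data were examined did not. Over all genes compared, only quantile normalization gave values that were each within this spread of the paper's. Median centring did not for Slc17a6 (2.19, against 1.93 in the paper), Ext1 (1.92) and Cpeb4 (2.51, against 2.25). Quantile normalization gave 1.93 for Slc17a6 and 2.24 for Cpeb4.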

Other observations

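Most tests in this part were chosen after the pattern was seen, and the exceptions are the tests of CPE number, of axonal direction, of the axonal list and of transcript ends.

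In the plot of both experiments a group of 85 bright genes, with limits set by eye on the plot, moved together in opposite directions, with median log2 fold changes of -1.49 and 1.15. Their median raw signal was 42110 in control IgG experiment 1 and between 8799 and 18560 on the other arrays. No bright gene had the mirrored pattern. Of their probes, 84 shared a 12-base stretch with at least 5 others of the group, against at most 9 in 100 random groups matched on signal. The spots were no closer together on the slide than in random groups (median distance 131, against 125.4 to 148.3). A sequence shared by the probes, such as a repeat carried by abundant RNA, is a candidate explanation, and the gene names on these probes may not be what they measure. The sequence was not identified.

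Log2 fold changes were lower at probes rich in GC (Spearman's rho -0.37 over 26711 probes, which are not independent). Between the probes of one gene the slope was -0.0531 per percent GC (95% bootstrap interval -0.056 to -0.05), and between genes it was -0.0679. If the probes of one gene measure the same mRNA, a preference for whole mRNAs cancels between them and cannot give the within-gene slope. Whether they measure the same mRNA was not tested. The within-gene slope could also reflect hybridization or the part of the transcript that a probe covers, and these were not separated. The slope between genes lay outside the interval of the within-gene slope, so it cannot be told whether the same effect gives all of it. After GC centring, the 3'-most probe of a gene still had a higher log2 fold change than the 5'-most, by a median of 0.42 over 4391 genes with probes at least 500 bases apart (67.1% of genes, sign-flip permutation p = 0.0001, the smallest that 10000 draws can give). This could reflect the recovery of 3' fragments or RNA integrity, and the arrays cannot separate these.

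Gapdh, the reference of the RIP-qPCR in Fig. S5A, was lower with CPEB2 IgG at all 7 probes, the highest of which was -2.52. It was -2.26 after GC centring. Neither one cross-hybridizing probe nor GC content accounts for this. The brightest probe is annotated on chromosome X, so pseudogene copies make its identity uncertain. A ratio to Gapdh would then be raised in these arrays. That would hold for Slc17a7 too, at -0.03 on the arrays. The paper reports no CPEB2 binding of Slc17a7 mRNA in that RIP-qPCR, which used hippocampal lysate. The RT-qPCR is not analysed here, so it is not shown that its ratios were raised. Gripap1, which encodes GRASP1 and whose mRNA the paper cites as a CPEB2 target, was like Gapdh lower with CPEB2 IgG, at -1.61 (-2.02 and -1.20, adjusted p = 0.0150 from limma).

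The largest log2 fold changes by the rule set beforehand were those of Col12a1 (5.40), Wdr19 (5.34), Tmem39a (4.91), Shh (4.59) and Hes1 (4.33), and in the other direction those of Gm8096 (-4.32), Rtfdc1 (-4.17), 3000002C10Rik (-4.02), Gm6756 (-3.94) and Phgdh (-3.91). Col12a1, Wdr19 and Shh had raw signals under 1000 on each array, and with normexp background correction they fell to 3.03, 1.66 and 1.49, against 4.40 for Tmem39a and 4.00 for Hes1. The same correction left the other direction between -3.50 and -4.03. The Phgdh probe is annotated on chromosome 17.

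Ribosomal protein genes had a median of -0.61 relative to all genes. With GC centring it was -0.49, so probe GC content does not account for most of it. Of the scalings, only quantile normalization and normexp background correction do not move all genes alike. The higher of the 2 values was -0.45, with quantile normalization, where the list no longer passed camera, and with normexp background correction it was -0.60 and passed. Under the main scaling the list lay at the 0.07 percentile of random lists matched on signal. The direction held under both, but whether the list passes depends on the scaling, so an effect of scaling on part of the pattern cannot be excluded. Oxidative phosphorylation genes, a list chosen after seeing the data, lay at -1.34 relative to all genes and -1.37 after GC centring, with 85 of 88 below the median of all genes. They lay below each of 10000 random lists matched on signal, so signal alone does not account for it. Whether short mRNAs were less recovered with CPEB2 IgG was not tested. Of the marker lists, none passed camera at an adjusted p-value under 0.05. Microglia lay furthest from the random lists, at the 3.4 percentile and -0.46 relative to all genes. The medians of that list were -0.65 and -0.64 in the 2 experiments. The astrocyte and interneuron lists lay at the 8.6 and 11.2 percentiles, and the oligodendrocyte list at 57.8. The excitatory neuron list reached only the 81.8 percentile of random lists and 77.5 after GC centring, so a preference was neither shown nor excluded with 20 genes, and whether probe GC content plays a part cannot be told. Its median was 0.48, with 0.29 and 0.58 in the 2 experiments, and the median of all genes lay 0.59 lower. With the probes of each gene averaged, the median of the excitatory neuron list was 0.13.

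Within the listed axonal genes, the log2 fold change did not follow the number of CPEs (Spearman's rho -0.016 across 268 genes, permutation p = 0.796) or its direction in the axonal translatome (difference of medians -0.062, permutation p = 0.672). The list was selected for enrichment, which narrows its range. Of 969 genes in the readable part of Additional File 3, all increased in axons, 27.4% passed both thresholds, against a median of 27.2% over random lists matched on signal (percentile 56.0). The paper's axonal list is longer and also holds genes that decreased in axons, so this share cannot speak for the whole list.

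The spike-in probe nearest Syt1 in brightness had a log2 ratio of 0.0048 after 75th percentile scaling (-0.38 and 0.39 in the 2 experiments) and 0.32 after the quantile mapping (0.11 and 0.54). The next nearest, which was far brighter, had -0.011 (-0.25 and 0.23) and 0.053 (0.0019 and 0.10), and the means of the 2 probes were -0.0031 and 0.19. The mapping goes by brightness, so it raised the nearest spike-in about as much as Syt1, which went from 0.41 to 0.72. Before the mapping each spike-in spread around 0 between the experiments by more than that rise, so a log2 ratio of 0 is not fixed well enough to tell whether the rise is a distortion. The spread between the probes of one gene was 1.19 after GC centring for Slc1a2 (1.32 before) and 1.49 for Homer1 (2.29 before), so probe GC content accounted for part of it, more for Homer1 than for Slc1a2, and most of it remained. The RIP p-values of Additional File 4 were returned for 158 of 158 genes with readable values when both control values were set to 0, and 106 of them were under 0.05 when only the 2 paired differences were used.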
